# Reduced EIF6 dosage attenuates TP53 activation in models of Shwachman-Diamond syndrome

**DOI:** 10.1172/JCI187778

**Published:** 2025-02-18

**Authors:** Usua Oyarbide, Valentino Bezzerri, Morgan Staton, Christian Boni, Arish Shah, Marco Cipolli, Eliezer Calo, Seth J. Corey

**Keywords:** Genetics, Hematology, Oncology, Bone marrow, Leukemias, Neutrophils

## Abstract

Shwachman-Diamond syndrome (SDS) is characterized by neutropenia, exocrine pancreatic insufficiency, and bony abnormalities with an increased risk of myeloid neoplasia. Almost all cases of SDS result from biallelic mutations in Shwachman-Bodian-Diamond syndrome (SBDS). SBDS interacts with elongation factor–like 1 (EFL1) to displace eukaryotic initiation factor 6 (EIF6) from the 60S ribosomal subunit. Released EIF6 permits the assembly of ribosomal large and small subunits in the cytoplasm. Decreased EIF6 levels due to haploinsufficiency or missense mutations, which lead to decreased protein expression, may provide a somatic genetic rescue and antileukemic effects. We observed accumulation of EIF6 protein in *sbds*-KO zebrafish models, confirmed this accumulation in patient-derived tissues, and correlated these with changes in ribosomal proteins and tumor protein p53 (TP53) pathways. The mechanism of action for this adaptive response is unknown. To address this, we generated *eif6*-KO zebrafish, which do not survive more than 10 days after fertilization. We also created 2 mutants with low Eif6 expression, i.e., 5%–25% of WT levels, that could survive until adulthood. We bred them with *sbds*-null strains and analyzed their phenotype and biochemical properties. Low Eif6 levels reduced Tp53 pathway activation but did not rescue neutropenia in Sbds-deficient zebrafish. Further studies elucidating the interplay between SBDS, EIF6, and TP53 and cellular stress responses offer promising insights into SDS pathogenesis, somatic genetic rescue, and therapeutic strategies.

## Abstract 2

SDS is a bone marrow failure ribosomopathy. Reduction of ribosomal factor EIF6 provided somatic genetic rescue by attentuating TP53 activation in zebrafish and patient tissue.

## Introduction

Shwachman-Diamond syndrome (SDS) is classically characterized by neutropenia, exocrine pancreatic insufficiency, and bony abnormalities. Patients with SDS also carry an approximately 500-fold increased risk of developing myelodysplastic syndrome (MDS) and/or acute myeloid leukemia (AML) (1). Approximately 90% of SDS cases are caused by biallelic mutations in the Shwachman-Bodian-Diamond syndrome (*SBDS*) gene, which encodes a ribosome maturation factor (2). To our knowledge, there have been no reports of patients with homozygous mutations causing complete loss of SBDS, suggesting that total loss of SBDS protein may be lethal. Complete loss due to homozygous gene ablation results in early embryonic lethality in mice (3) or limited survival in zebrafish larvae (4). Recently, mutations in 3 additional genes, *DNAJC21*, *EFL1*, and *SRP54*, have been identified as causative factors for similar phenotypes (5). A common feature among SBDS, EFL1, DNAJC21, and SRP54 is their involvement in ribosome biogenesis or early protein synthesis.

Ribosome biogenesis begins in the nucleolus with the synthesis of rRNA species and the incorporation of ribosomal proteins for the eukaryotic pre-40S and pre-60S subunits. Both subunits traffic to the cytoplasm, where they undergo the final maturation steps to form a functional 80S ribosome (6). To accomplish this, the pre-60S subunit must release the eukaryotic initiation factor 6 (EIF6), an anti-assembly factor. This anti-association factor prevents the formation of 80S monosomes and polysomes. A critical step is the regulated release of EIF6 from the pre-60S subunit that promotes ribosome assembly in the cytoplasm (7–9). SBDS interacts with the GTPase elongation factor–like 1 (EFL1) to dissociate EIF6 from the cytoplasmic 60S ribosomal subunit (2, 8, 10–12).

Increased expression or mutation of the tumor suppressor tumor protein p53 (*TP53*) gene is frequently found in patients with SDS (13). Studies utilizing murine and zebrafish models have demonstrated that ablation of *Sbds* also leads to the induction of Tp53 and is accompanied by developmental abnormalities and tissue-specific defects (14–17). Cellular studies employing knockdown approaches have corroborated the observations from murine and zebrafish models, showing elevated protein levels of Tp53 and upregulation of its target genes in Sbds-deficient cells (18). *TP53* mutations have been identified in patients with SDS without MDS or AML (19–21), suggesting that a strong selection pressure exists first for cell survival. While monoallelic *TP53* variants may be present in up to 50% of patients with SDS and may persist for years without progression (19), biallelic mutations in *TP53* herald malignant transformation (22). SBDS deficiency is also frequently associated with acquired interstitial deletion of chromosome 20q, where the *EIF6* gene resides, or truncating/missense mutations of *EIF6* in hematopoietic cells (22, 23). Of note, this recurrent del(20q) abnormality has been related to a lower risk for malignancy (24). Considered somatic genetic rescue, the somatic heterozygous mutations in *EIF6* and *TP53* occur in patients with SDS (22). Single SBDS-deficient cells that harbor *EIF6* or *TP53* somatic mutations are mutually exclusive. We hypothesized that *EIF6* mutations that lead to decreased protein levels cause a functional compensation for the germline deficiency by alleviating the SDS ribosome assembly defect, improving translation, and reducing TP53 activation. In contrast, *TP53* mutations can cause cell-cycle arrest, but ribosome assembly defects persist. Partial loss of EIF6 could serve as an adaptive response to reduce the risk of MDS and AML. (However, other clones harboring biallelic mutations in TP53 in the same individual can lead to transformation to myeloid malignancy.) In vitro studies showed that point mutations in *Eif6* rescue the phenotypes of both Efl1 and Sbds deletions (8, 11, 25). These findings were recently strengthened by an in vivo study reporting that *eif6* missense mutations leading to reduced eif6 dosage or its binding to the large 60S ribosomal subunit restore ribosome biogenesis in *sbds*-mutated *Drosophila* models, rescuing the larval lethality observed in *sbds*-mutant flies (26).

To address the mechanism of adaptive rescue by haploinsufficiency of EIF6, we generated *eif6* zebrafish mutants, characterized their phenotype, and analyzed the *sbds*-null fish bred with *eif6* mutants. Eif6-KO larvae did not survive beyond 7–10 days post fertilization (dpf), a shorter survival than *sbds*-KO larvae . Heterozygous expression of Eif6 extended the survival of *sbds^–/–^* fish by approximately 15% and correlated with decreased Tp53 activation. Of note, we validated these results using patient-derived cells. Our studies identify a mechanism for somatic genetic rescue that involves mitigation of TP53 pathways.

## Results

### EIF6 accumulates in the cells of patients with SDS and sbds-null zebrafish.

Somatic mutations in *EIF6* or its haploinsufficiency due to loss of 20q have been found in two-thirds of patients with SDS who have a decreased risk of developing myeloid malignancies (22, 23). To investigate the effect of EIF6 on the pathophysiology of SDS, we first observed an accumulation of EIF6 in lymphoblasts and PBMCs from individuals with SDS compared with controls (Figure 1, A and B, and Supplemental Table 2; supplemental material available online with this article; https://doi.org/10.1172/JCI187778DS1). Previously, we reported increased Eif6 protein levels in *sbds*-null zebrafish larvae at 10 dpf (4). Here, we discovered that EIF6 accumulation occurred at earlier stages of embryonic development (Figure 1C). Eif6 accumulation occurred as early as 5 dpf in *sbds^–/–^* zebrafish, which coincided with depletion of Sbds protein. Next, we determined the location of this accumulation by larvae at 10 dpf. We performed IHC, which detected a cytoplasmic accumulation of Eif6 in *sbds*-null fish compared with their WT siblings (Figure 1D).

### EIF6 is essential for zebrafish embryonic development.

We hypothesized that the accumulation of EIF6 contributes to the pathogenesis of SDS. To address this, we used CRISPR/Cas9 editing to create an *eif6*-mutant allele with a 1 bp deletion (*eif6^lri110^*, hereafter denoted as *eif6^–^*) that produced a premature termination codon (Figure 2A). Reverse transcription quantitative PCR (RT-qPCR) revealed that *eif6* transcripts were significantly decreased in the *eif6^+/–^* and *eif6^–/–^* strain compared with WT siblings (Figure 2B). Western blotting revealed an absence of Eif6 expression at 5 dpf in the *eif6^–/–^* fish, and the heterozygotes showed half the amount of protein compared with their WT siblings (Figure 2, C and D). By 5 dpf, they showed severe defects, such as cardiac edema, failure of the swim bladder to inflate, a smaller head and eyes, and a decreased number of neutrophils compared with their *eif6^+/–^* and *eif6^+/+^* clutchmates (Figure 2, E and F). No *eif6^–/–^* fish survived beyond 10 dpf (Figure 2G).

RNA-Seq was performed on whole zebrafish larvae from *eif6^+/+^* and *eif6^–/–^* at 5 dpf. 

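*eif6* itself was lower in the *eif6-/-* larvae. The gene (gene 386850, chromosome 6 from 52339637 to 52348629 on the minus strand) encodes the factor that keeps the large ribosomal subunit from joining the small one. Its level was 33.1, 37.7 and 32.2 CPM (counts scaled by library size) in *eif6+/+* replicates 1, 2 and 3, and 28.8, 19.6 and 17.0 CPM in *eif6-/-* replicates 1, 2 and 3. The mean was 34.3 ± 2.96 CPM (SD, n = 3) in *eif6+/+* and 21.8 ± 6.18 CPM (SD, n = 3) in *eif6-/-*. This is a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *eif6-/-* pool was below every *eif6+/+* pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The log2 fold change was -0.90 without *eif6-/-* replicate 1 and passed the test. It did not pass without *eif6+/+* replicate 1 (-0.68), 2 (-0.58) or 3 (-0.70), or without *eif6-/-* replicate 2 (-0.60) or 3 (-0.52). Nor did it pass in limma on FPKM values, or in edgeR with the trend in gene length removed. In the authors' deposited table the log2 fold change is -0.66 and the q value 0.00247.

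Each library came from a pool of 8 to 9 individually genotyped larvae, and all pools were of the same clutch, so the p-values measure the spread between pools of that clutch. The results and the sample labels give the age as 5 dpf, and the methods give 10 dpf. The labels speak of a small RNA library, whereas the table lists protein-coding genes and the paper reports RNA-Seq. The Beijing Genome Institute sequenced and mapped the libraries. The submitters' processing notes name Bowtie2 and GRCz11, and the counting tool is not given in the sources used here. The table holds estimated counts, of which 87.0% were whole, for 25741 genes. The totals were 25662684, 25626284 and 25417159 in *eif6+/+* and 24716235, 25533342 and 25483285 in *eif6-/-*. The 10 most abundant genes took 9.30% to 11.096% of a library. The counts were rounded, scaled by TMM (factors 0.977 to 1.03) and tested for the 22277 genes that edgeR's expression filter kept, with genotype as the only term. Pairs of libraries of a genotype differed by more than sampling noise (chi-square per degree of freedom 7.44 to 24.3), so each was counted as a replicate.

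**Figure D1:**
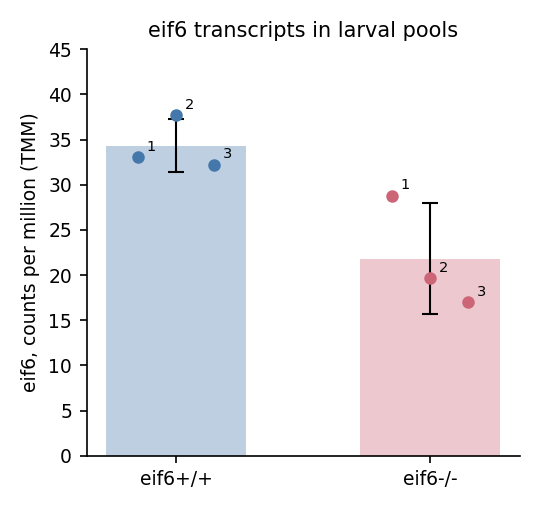
Level of *eif6* in each of the 6 libraries, in CPM after TMM scaling, by genotype. Points are pools, and the bar and whiskers show the mean and SD of 3 pools. The *eif6-/-* pools lie at 28.8, 19.6 and 17.0 CPM, below the lowest *eif6+/+* pool at 32.2 CPM.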

Hierarchical clustering showed a high overlap between the replicates within each genotype while clearly separating the triplicates into 2 groups. 

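*eif6-/-* replicate 3 stood farthest from the other libraries. Over the 22277 tested genes, as log2 CPM, Pearson's r was 0.979 to 0.989 between pools of a genotype and 0.969 to 0.985 between genotypes, a correlation across genes, which are not independent replicates. The paper's text names no distance, linkage or gene set for its clustering, so these were chosen here. In average-linkage clustering on 1 minus r, the first division set *eif6-/-* replicate 3 apart from all other pools. At 3 clusters, the *eif6+/+* pools formed the first, *eif6-/-* replicates 1 and 2 the second and *eif6-/-* replicate 3 the last. The clusters were the same with Spearman's rho, Euclidean distance or log2(FPKM + 1). Over the 2000 most variable genes, *eif6-/-* replicate 3 again stood alone, *eif6+/+* replicate 1 was the next to divide, and the rest stayed together. The first principal component held 40.4% of the variance and placed *eif6+/+* replicates 1, 2 and 3 at -27.7, -23.2 and -13.3. *eif6-/-* replicates 1, 2 and 3 lay at 4.20, 7.08 and 52.96 on the same component, so every pool of a genotype fell on its own side.

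**Figure D2:**
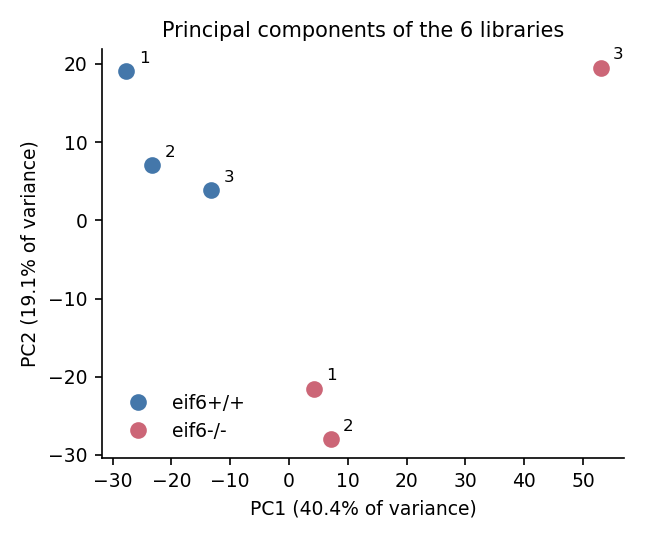
First and second principal components of log2 CPM over the tested genes, with the share of variance on each axis. Each point is a pool, colored by genotype. The *eif6+/+* pools lie below 0 on the first component and the *eif6-/-* pools above it, with *eif6-/-* replicate 3 at 52.96.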

RNA-Seq analysis at 5 dpf larvae revealed 1557 upregulated and 668 downregulated genes in mutants. 

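In the *eif6-/-* larvae, 23 genes were higher and 11 were lower at a fold change over 2 and an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). Of the higher genes, 7 met the rule for naming. They were *nrxn2b*, a neurexin of presynaptic membranes, *syn2b*, a synapsin of synaptic vesicles, *reln*, a secreted protein that guides the placing of neurons, *shisa6*, a partner of AMPA receptors, the scaffold gene *cnksr2b*, and the actin regulators *carmil2* and *abi3a*. *nrxn2b* rose from 34.9 ± 3.99 to 74.6 ± 13.4 CPM (SD, n = 3 pools each), a log2 fold change of 1.097 (standard error 0.13, adjusted p = 0.015 from edgeR). *syn2b* rose from 44.6 ± 7.57 to 94.3 ± 16.7 CPM and *reln* from 20.9 ± 2.99 to 43.0 ± 6.82 CPM (SD, n = 3), and the other 4 had log2 fold changes of 1.04 to 1.09. No lower gene met the rule, which asks for a mean of at least 5 CPM. Lower genes below that level, chosen after their values were seen, include *cbln11* (-1.45), the calponin gene *cnn1a* (-1.35) and *mhc1ula* (-1.08) and *mhc1uma* (-1.06), class I antigen-presenting genes of a family whose members may share reads. The cathepsin gene *ctss2.1*, on the macrophage list, fell by 1.02 on the log2 scale.

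Without the fold threshold, 1281 genes were higher and 495 lower (1114 and 710 with upper-quartile scaling, 1734 and 830 with DESeq2). The values of the 2 genotypes did not overlap for 7038 genes, 31.6% of those tested, where chance gives 10% for a single gene. Genes share differences between libraries, and the share over all genes was not tested against chance. The higher genes had a median transcript length, as implied by each gene's counts and FPKM, of 4482 bases and the lower genes of 855 bases, against 2113 bases for the other genes. With the trend in length removed from each library, a setting chosen after seeing the data, 292 genes were higher and 23 lower, and 279 and 12 of these were among those above. Without *eif6+/+* replicate 1 or without *eif6+/+* replicate 2, edgeR called 0 genes, although 4243 and 3973 had an unadjusted p under 0.05. limma-voom also called 0 (4263 and 4039 at unadjusted p), and DESeq2 called 850 higher and 346 lower without the first and 938 and 296 without the second. Without *eif6+/+* replicate 3, 952 were higher and 162 lower, and without *eif6-/-* replicate 1, 1364 and 409. Without *eif6-/-* replicate 2 the counts were 791 and 552, and without *eif6-/-* replicate 3, 672 and 309. At a fold change over 2 the counts were 40 and 8 without *eif6+/+* replicate 3, 40 and 24 without *eif6-/-* replicate 1, 20 and 38 without *eif6-/-* replicate 2, and 11 and 13 without *eif6-/-* replicate 3.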

To gain deeper understanding of the molecular processes and signaling pathways affected in *eif6^–/–^*, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was conducted on genes that were either upregulated or downregulated in *eif6*-null fish. 

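Some genes of neurons and of cartilage and bone were higher in the *eif6-/-* larvae, and some red blood cell and muscle genes were lower. Of 62 neuron genes, listed before the data were examined, 14 rose and 0 fell at an adjusted p under 0.05 from edgeR (17 and 0 when adjusted over the list alone). For the falls, 2 had an unadjusted p under 0.05 and DESeq2 and limma-voom called 0. *rbfox3a*, a splicing factor of mature neurons, had a log2 fold change of 0.67 (standard error 0.10, adjusted p = 0.015). Of 41 cartilage and bone genes, 7 rose, among them the chondrocyte regulator *sox9a* (0.50) and the collagen gene *col11a2* (0.53), and 0 fell (10 and 1 when adjusted over the list alone; 5 lower at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). Of 26 glia genes, 2 rose, the glutamate transporter gene *slc1a2b* (0.78) and the neural crest regulator *sox10* (0.48), and *cahz*, a carbonic anhydrase gene, fell by 0.53 (2 and 2 when adjusted over the list alone). Of 29 erythrocyte genes, 11 fell (16 when adjusted over the list alone), among them the embryonic globins *hbbe1.2* (-0.85) and *hbbe1.1* (-0.76), near-identical copies that may share reads. Of 76 skeletal muscle genes, 7 fell (8 when adjusted over the list alone), among them the troponin gene *tnni2a.4* (-0.58) and the myosin light chain gene *mylpfb* (-0.51).

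Genes of the tissues affected in the syndrome were tested too. Of 19 neutrophil genes, *lyz* (lysozyme, -0.53), *cfl1l* (-0.47) and *srgn* (-0.42, named after its value was seen) fell, and *mpp1* rose by 0.35 on the log2 scale (5 lower and 1 higher when adjusted over the list alone). Of 27 macrophage genes, 2 fell, *ctss2.1* and *coro1a* (-0.48), and 2 when adjusted over the list alone. Of 33 exocrine pancreas genes, edgeR called 0 (0 when adjusted over the list alone, 3 lower at an unadjusted p under 0.05, and 1 lower by DESeq2 and 0 by limma-voom), and *spink4* had a log2 fold change of -0.71 (adjusted p = 0.116).

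Against all other genes, camera with a preset correlation of 0.01 placed the neuron (adjusted p = 0.0011) and cartilage and bone lists (0.032) higher. It placed the erythrocyte (3.2e-09), skeletal muscle (0.0010), neutrophil (0.026), macrophage (9.4e-04) and exocrine pancreas lists (0.0017) lower, and not the glia list (0.301). With an estimated correlation, none of the 39 lists passed, and the adjusted p = 0.387 for neuron, 0.477 for cartilage and bone, 0.380 for erythrocyte, 0.477 for muscle, 0.461 for neutrophil, 0.468 for macrophage and 0.533 for exocrine pancreas. Random genes matched to each list on length and level had a median log2 fold change of 0.02 for neuron (list 0.07), 0.03 for cartilage and bone (0.15), -0.12 for erythrocyte (-0.36) and -0.04 for muscle (-0.08), and of -0.06 for neutrophil (-0.21 over the members with a length), -0.04 for macrophage (-0.26, likewise) and -0.15 for exocrine pancreas (-0.24). After removal of the length trend of other genes, camera still called the neuron (adjusted p = 0.0030), erythrocyte (9.3e-07), muscle (7.0e-04) and macrophage lists (0.0028), where the adjusted p = 0.609, 0.571, 0.609 and 0.609 with an estimated correlation. Its calls ended for cartilage and bone (0.067), neutrophil (0.149) and exocrine pancreas (0.149). In that setting the list median went from 0.15 to 0.08 for cartilage and bone and from -0.24 to -0.09 for exocrine pancreas, but from -0.16 to -0.19 for neutrophil. It went from 0.07 to 0.08 for neuron, from -0.36 to -0.30 for erythrocyte, from -0.08 to -0.11 for muscle and from -0.27 to -0.26 for macrophage. In edgeR all single-gene calls on these lists were lost without *eif6+/+* replicate 1 or 2, and limma-voom called 0 there. DESeq2 called 12 neuron and 7 cartilage and bone genes higher and 8 erythrocyte, 7 muscle and 4 neutrophil genes lower without *eif6+/+* replicate 1, and 11, 6, 12, 7 and 2 without *eif6+/+* replicate 2 (at an unadjusted p under 0.05 in edgeR 16, 11, 12, 14 and 6, and 16, 9, 17, 16 and 5). It called 0 macrophage and exocrine pancreas genes in both cases (11 and 3, and 4 and 1, lower at an unadjusted p under 0.05 in edgeR), 1 neutrophil gene higher in each, and 2 glia genes higher with 1 and 2 lower. With the length trend removed, edgeR called 7 neuron genes and 1 cartilage and bone gene higher, 1 erythrocyte gene and 1 muscle gene lower, 1 glia gene either way, and 0 neutrophil or macrophage genes (3 and 7 lower at an unadjusted p under 0.05), and DESeq2 and limma-voom were not run in that setting. The edgeR count of erythrocyte genes was 6 without *eif6+/+* replicate 3, 7 without *eif6-/-* replicate 1 and 6 without *eif6-/-* replicate 3, the neuron count 9 without *eif6-/-* replicate 2 and 8 without *eif6-/-* replicate 3, and the cartilage and bone count 4 and 3. The muscle count was 2 without *eif6+/+* replicate 3 and 4 without *eif6-/-* replicate 2, the neutrophil count of falls 1 without *eif6+/+* replicate 3, where *mpp1* also lost its call, as it did without *eif6-/-* replicate 3, and the macrophage count 0 without *eif6+/+* replicate 3, *eif6-/-* replicate 2 or *eif6-/-* replicate 3 (4, 6 and 8 at an unadjusted p under 0.05). Without *eif6-/-* replicate 2, 2 glia genes and 1 exocrine pancreas gene fell, and 1 exocrine pancreas gene without *eif6-/-* replicate 3.

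KEGG pathways were tested with a one-sided Fisher's exact test against the 6728 tested genes with a pathway, for 255 pathways. Among the lower genes at a fold change over 2, antigen processing and presentation passed, with 2 of its 54 genes (*ctss2.1* and *mhc1ula*, adjusted p = 0.016). Among the higher ones 0 pathways passed, and 0 at an unadjusted p under 0.05. At that fold change only 5 higher and 2 lower genes had a pathway, too few to judge most pathways. Without the fold threshold, 18 pathways passed for higher genes and 7 for lower genes. The first for higher genes were glutamatergic synapse (31 of 159 genes, adjusted p = 4.0e-06), Notch signaling (19 of 70, adjusted p = 5.5e-06) and thyroid hormone signaling (27 of 143, adjusted p = 2.3e-05). For lower genes, thermogenesis (42 of 247, adjusted p = 2.5e-16) and spliceosome (13 of 137, adjusted p = 0.037, named after its value was seen) were among the 7. The counts were 0 and 0 without *eif6+/+* replicate 1 or 2, 9 and 3 without *eif6+/+* replicate 3, 8 and 11 without *eif6-/-* replicate 2, and 7 and 5 without *eif6-/-* replicate 3. They were 2 and 0 with the length trend removed, where no pathway named here passed. There 3 glutamatergic synapse genes, 5 Notch signaling genes and 1 thyroid hormone signaling gene were higher (adjusted p = 1, 0.109 and 1). Glutamatergic synapse did not pass without *eif6-/-* replicate 2 (adjusted p = 0.076) or 3 (adjusted p = 0.306) either.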

The analysis revealed that differentially expressed genes (DEGs) were enriched in a variety of biological processes and signaling pathways. Specifically, these included ribosome and oxidative phosphorylation pathways, highlighting their marked involvement in the genetic alterations observed in the *eif6*-null phenotype (Table 1).

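Many transcripts of both ribosomes and of oxidative phosphorylation were lower in the *eif6-/-* libraries, but no single call held with the length trend removed. Of 85 genes of cytosolic ribosomal proteins, 48 fell and 0 rose at an adjusted p under 0.05 from edgeR (65 and 0 when adjusted over the list alone), and 84 of the 85 had a negative log2 fold change. *rpl36* fell by 0.55 on the log2 scale, *rps18* by 0.56 and *rps21* by 0.55. Of 77 mitochondrial ribosomal protein genes, 18 fell and 0 rose (46 and 0 when adjusted over the list alone), among them *mrpl36* (-0.53) and *mrpl30* (-0.54). Of 95 oxidative phosphorylation genes, 41 fell and 0 rose (71 and 0 when adjusted over the list alone). These were 20 of 39 of complex I, such as *ndufs4* (log2 fold change -0.62, standard error 0.10, adjusted p = 0.015 from edgeR), 13 of 36 of complexes II to IV, such as *cox7a2a* (-0.46), and 8 of 20 of the ATP synthase, such as *atp5meb* (-0.55). Among genes printed in bold in Table 1, *r3hdm1* (gene 560062, 0.73), *rprd2b* (0.67), *mrtfba* (0.52), *mrtfab* (0.38) and *rprd2a* (0.36) rose. None of the lists held a higher gene at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 higher.

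The median log2 fold change was -0.34 for the cytosolic ribosomal, -0.35 for the mitochondrial ribosomal and -0.38 for the oxidative phosphorylation list. Against all other genes, camera gave adjusted p-values of 1.9e-26, 5.6e-21 and 5.1e-28 in that order. The mitochondrial list was adjusted among the 39 lists, and the cytosolic and oxidative phosphorylation lists, which combine some of them, each together with the 39. The calls were lost with an estimated correlation, where the adjusted p = 0.135, 0.380 and 0.346. In fry, which tests whether a list moves one way without comparing it with other genes, the adjusted p was 0.0035, 0.052 and 0.048. In KEGG terms, without the fold threshold, 63 of the 130 ribosome genes and 44 of the 123 oxidative phosphorylation genes were lower (one-sided Fisher's exact test, adjusted p = 1.7e-56 and 1.3e-31), and neither pathway passed with the length trend removed or without *eif6+/+* replicate 1 or 2.

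Short transcripts as a whole were lower in the *eif6-/-* libraries. Whether this trend arose in the larvae or in the preparation of the libraries was not tested. Across 21247 genes, 95.4% of those tested, log2 fold change rose with log2 length (Pearson's r 0.443, Spearman's rho 0.479, across genes, which are not independent replicates). For slopes, each library's level was taken relative to the mean of all 6 libraries. The slopes are therefore centered on 0 and show only differences between libraries. The change in this relative level per doubling of length was -0.08, -0.09 and -0.05 log2 units in *eif6+/+* replicates 1, 2 and 3 and 0.05, 0.04 and 0.13 in *eif6-/-* (two-sided exact permutation test, p = 0.1, the smallest possible). Genes under 500 bases outside the lists had a median log2 fold change of -0.27, and genes of 6000 bases or more of 0.27. Random genes matched on length and level had a median of -0.26 for the cytosolic ribosomal, -0.25 for the mitochondrial ribosomal and -0.28 for the oxidative phosphorylation list. The match was poor for the cytosolic list, whose matched genes were longer (median 771 against 482 bases), and less so for oxidative phosphorylation (704 against 602). With the length trend removed from each library, the medians were 0.0028, -0.14 and -0.10, and edgeR called 0 genes lower in each list (8, 17 and 26 at an unadjusted p under 0.05). That trend was fitted on all genes, those of the lists among them, so its removal can take away part of their own fall. With the trend fitted on genes outside the lists, the medians were -0.045, -0.15 and -0.14, and edgeR again called 0 genes lower. The lower counts of the lists were also 0 without *eif6+/+* replicate 1 (58, 50 and 64 at an unadjusted p under 0.05) and without *eif6+/+* replicate 2 (57, 44 and 66). There DESeq2 called 44, 5 and 41, and 43, 8 and 38, and limma-voom 0. They were 25, 2 and 12 without *eif6+/+* replicate 3, 39, 9 and 36 without *eif6-/-* replicate 1, and 40, 4 and 35 without *eif6-/-* replicate 3. Without *eif6-/-* replicate 2, the mitochondrial ribosomal and oxidative phosphorylation counts were above those with all libraries, and the cytosolic count was below. From the enrichment of DEGs in ribosome and oxidative phosphorylation pathways, the paper states that both were markedly involved in the genetic alterations of the *eif6*-null fish (Table 1).

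**Figure D3:**
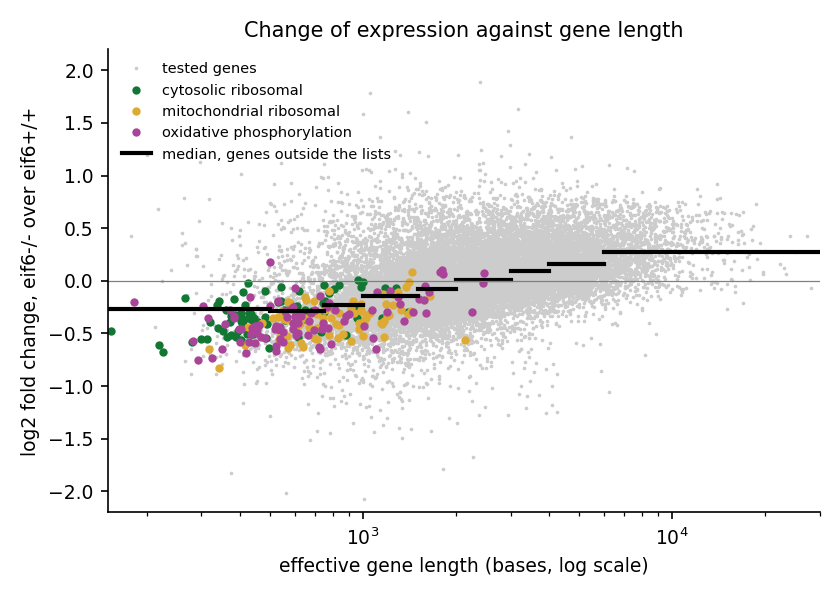
Log2 fold change (*eif6-/-* against *eif6+/+*) of each gene against its transcript length in bases, on a log axis, for 21247 genes. Gray points are the tested genes, and colored points are the ribosomal protein and oxidative phosphorylation genes. Each black line is the median of the genes outside the lists in a length bin. 13 genes lie outside the axes. These medians go from -0.27 under 500 bases to 0.27 from 6000 bases on.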

### Low levels of Eif6 are sufficient for survival.

When targeting *eif6* exon 2 to create the *eif6*-null fish analyzed above, we obtained 2 other founders with different mutations, 1 with a deletion of 6 bp in-frame that caused a deletion of 2 amino acids (*eif6^lri111^*, hereafter denoted as *eif6^del2aa^*) and another with 4 bp in-frame missense mutation that resulted in a change in 2 amino acids (*eif6^lri112^*, hereafter denoted as *eif6^ms^*) (Figure 3A). Surprisingly, both mutants survived to adulthood and were fertile, allowing us to create maternal zygotic (MZ) lines. We evaluated the *eif6* mRNA and protein levels of these *eif6*-mutant lines. At 5 dpf, mRNA levels of the *eif6^del2aa/del2aa^* mutant were similar to those of the WT fish, but in the *eif6^ms/ms^* mutant, the mRNA levels were upregulated 4-fold (Figure 3B). We next determined protein expression levels in each mutant strain at 5 dpf. The *eif6^del2aa/del2aa^* mutant made 20%–30% and the *eif6^ms/ms^* mutant made 5%–10% of the protein expressed by the WT fish (Figure 3, C and D). Decreased protein levels of mutant EIF6 were reported in human tissues (22, 23). Because there was no evidence for transcriptional repression, these results suggested that mutant Eif6 caused protein instability (see below), degradation, or translational inefficiency.

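Of the ribosomal protein genes that the paper studies as proteins, most transcripts of the large subunit were lower in *eif6-/-* larvae by RNA-Seq. *rpl22* fell from 318.6 ± 16.2 to 222.8 ± 12.7 CPM (SD, n = 3 pools each), a log2 fold change of -0.52 (standard error 0.08, adjusted p = 0.015 from edgeR's quasi-likelihood test). *rpl23* fell from 446 ± 13.6 to 344 ± 21.0 CPM (SD, n = 3), with a log2 fold change of -0.38 (standard error 0.08, adjusted p = 0.026 from edgeR). The log2 fold change was -0.35 (adjusted p = 0.039) for *rpl26* and -0.36 (adjusted p = 0.024) for *rpl5b*, 1 of the 2 zebrafish genes of Rpl5, whose copies may share reads. *rpl5a* (-0.25, adjusted p = 0.068), *rpl11* (-0.20, adjusted p = 0.184) and the small-subunit gene *rps3* (-0.19, adjusted p = 0.179) did not pass. *sbds* was at 15.7 ± 0.378 CPM in *eif6+/+* and 12.6 ± 0.697 CPM in *eif6-/-* (SD, n = 3), a log2 fold change of -0.31 (standard error 0.10, adjusted p = 0.077) that did not pass. For each of these 8 genes every *eif6-/-* pool was below every *eif6+/+* pool (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow). Without *eif6+/+* replicate 1 or 2, or with the length trend removed, none of the 8 passed, and with that trend removed *rpl26* stood at 0.0055. Of the 4 that passed, *rpl22* alone passed without *eif6+/+* replicate 3, and *rpl26* did not pass without *eif6-/-* replicate 1 or 3. By subunit, 26 of 48 large-subunit and 22 of 37 small-subunit genes fell (37 and 28 when adjusted over each list alone). Against all other genes, both lists were lower in camera (adjusted p = 2.2e-18 and 8.0e-17, and adjusted p = 0.197 for both with an estimated correlation).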

Since there were decreased ribosomal protein transcripts in the *eif6* KO (Figure 3, A and B), we explored how the different *eif6* mutations affect Sbds and other ribosomal proteins. Sbds protein levels were not affected in any of the 3 mutants (*eif6^del2aa/del2aa^*, *eif6^ms/ms^*, and *eif6^–/–^*) compared with WT at 5 dpf (Figure 3C). Rps3 and Rpl23 were decreased in the *eif6^–/–^* mutants. Eif6 interacts with Rpl23, located close to the surface of the 60S subunit (27). Rpl5 and Rpl11 can activate the tumor suppressor protein Tp53 pathway by binding to Mdm2 (28). This process is a key component in the context of ribosomal stress. Additionally, somatic mutations in RPL5 and RPL22 have been identified in patients with SDS. This suggests that mutations in regulators of the nucleolar signaling pathway, like RPL5 and RPL22, may interfere with nucleolar stress–induced stabilization of TP53 (29). Interestingly, Rpl5 was significantly reduced in the *eif6^–/–^* and *eif6^ms/ms^* mutants, the *eif6*-KO, and the lowest Eif6 protein mutant respectively, and Rpl11 only in the *eif6*-KO mutant (Figure 3, C–H). Rpl22 did not changed in any of the mutants. Thus, Eif6 levels affected the expression of other ribosomal proteins. Altogether, the changes in Rpl23, Rpl5, Rpl11, and Rps3 levels suggested more global effects due to loss of Eif6 and merit further investigation.

We performed polysome profiling to study how alterations in Eif6 levels might affect translation. Polysome profiles showed a significant reduction in the monosomal and 40S ribosomal subunits ratio between *eif6^+/+^* and all *eif6* mutants at 5 dpf. Interestingly, loss of Eif6 did not result in any free ribosomal subunits and showed a significant reduction in the levels of 80S ribosomes, while *eif6^del2aa/del2aa^* and *eif6^ms/ms^* mutants showed a polysome profile similar to that of the *eif6* WT (Figure 3I). In summary, the absence of Eif6 led to aberrant ribosome structures, which could explain the early lethality observed in the *eif6*-KO zebrafish line. These changes led to an earlier demise than the loss of Sbds (4).

### Tp53 pathway activation in eif6 mutants does not affect survival rates.

We previously reported that deletion of Sbds in zebrafish caused activation of the Tp53 pathways involving *tp53*, *cdkn1a*, *mdm2*, *cdkn2ab*, *bax*, *puma*, and *ccng1* (4). Since Sbds and Eif6 are part of the same ribosomal assembly pathway, we hypothesized that these pathways were also affected in the *eif6* KO at 5 dpf. Our results demonstrated a significant upregulation of Tp53 targets (*cdkn1a*, *mdm2*, *bax*, *ccng1*, and *casp9*) in the *eif6*-null fish (Figure 4A). To determine whether Tp53 is involved in the dysregulation of its own pathway, we created a new *eif6^–/–^* zebrafish on the *tp53^M214K^* background (*eif6^+/–^* *p53^M214K/M214K^*). When we compared with WT *eif6* versus *eif6^–/–^*, we observed that *eif6* mRNA level differences were similar to those observed on the *tp53* WT background (Figure 2B). As expected, all Tp53 targets previously evaluated (*bax*, *puma*, *mdm2*, *ccng1*, and *casp9*) were not upregulated (Figure 4B). 

To investigate the effect of Tp53 activation on survival rates in the *eif6* mutants, we incrossed double heterozygotes and assessed their progeny at 8 and 10 dpf (Figure 4, C and D). At 8 dpf, all 9 of the predicted genotypes were found at the expected Mendelian ratio. However, at 10 dpf, we did not detect any *eif6^–/–^* zebrafish alive independently of the *tp53* genotype (Figure 4D). Thus, the *tp53^M214K/M214K^* mutants did not rescue the Eif6 deficiency. We recently reported that *tp53^M214K/M214K^* mutants also did not rescue Sbds deficiency (4, 17).

Next, we sought to determine whether the Tp53 pathway was also affected in the *eif6^del2aa/del2aa^* and *eif6^ms/ms^*. Interestingly, we found that the Tp53 targets *cdkn1a*, *cdkn2ab*, and *ccng1* were upregulated only in the *eif6^ms/ms^* mutant. These findings suggested that the quantity of Eif6 protein played a crucial role in regulating Tp53 (Figure 4E). Since we had observed that *eif6* mRNA levels were upregulated in this mutant, we also checked some markers for the unfolded protein response (UPR). The *eif6^ms/ms^* mutants exhibited an upregulation of some UPR markers (*chop*, *bip*, and *atf4b*) (Figure 4F), which could potentially lead to protein degradation and result in the lower levels of Eif6 protein we observed.

### Erythrocyte and neutrophil counts are unaffected in eif6 mutants.

Using Sudan black and O-dianisidine staining, we found that all zebrafish expressing low levels of Eif6 produced neutrophils and RBCs, with no differences compared with WT (Supplemental Figure 1, A and B). While *eif6^–/–^* zebrafish also produced these cells, substantial developmental defects hindered comparisons with their WT siblings.

### Partial rescue of sbds^–/–^ occurs with 1 copy of the WT eif6 allele.

Since we observed an accumulation of Eif6 protein in the *sbds^–/–^* zebrafish (Figure 1, C–E), we investigated whether reduction of Eif6 would be beneficial for them, as has been suggested in patients with SDS (22, 23). We created double heterozygotes (*eif6^+/–^* *sbds^+/–^*) and assessed survival rates at 15 dpf (Figure 5, A and B). The only *sbds^–/–^* fish that survived were those that harbored 1 copy of WT eif6 (*eif6^+/–^*). This suggested that the Eif6 dosage may be crucial for somatic genetic rescue. However, the *eif6^+/–^ sbds^–/–^* zebrafish did not survive to adulthood. Next, we measured Eif6 protein levels by Western blotting. We detected an accumulation of Eif6 in the *eif6^+/–^* *sbds^–/–^* fish compared with their *eif6^+/–^* *sbds^+/+^* siblings (Figure 5, C and D). This partial rescue in survival indicated that some accumulation of Eif6 could be toxic and that other ribosomal stress responses persist.

We previously reported that *sbds*-null zebrafish have a lower number of neutrophils than do their WT siblings. To determine whether the amount of Eif6 protein affects the neutrophil, we measured the number of neutrophils in zebrafish on the *eif6*-null background. The number of neutrophils was lower on the *sbds^–/–^* background in both *eif6^+/+^* and *eif6^+/–^* zebrafish compared with their *sbds^+/+^* siblings (Figure 5E). Thus, the neutropenia could not be rescued.

### Low Eif6 levels decrease Tp53 pathway activation and partially rescue survival but do not rescue neutropenia in sbds^–/–^ zebrafish.

We showed that *sbds*-KO fish with only 1 WT *eif6* allele (*eif6^+/–^)* could survive longer (Figure 5A), so we next incrossed double-heterozygotes carrying the *eif6* missense mutation (*sbds^+/–^ eif6^+/ms^*). Similar to our previous observations, we found that *sbds*-KO fish with slightly higher survival rates were those on the *eif6^+/ms^* and *eif6^ms/ms^* backgrounds (Figure 6A).

In a dihybrid cross (*eif6^+/–^ sbds^+/–^*), the expected Mendelian ratio is 1 WT (*sbds^+/+^ eif6^+/+^*) or 1 double-mutant (*sbds^–/–^ eif6^–/–^*) of 16 fish (6.25%). This low frequency makes collecting these specific genotypes challenging, especially for RNA extraction purposes. Unlike the *eif6*-KO fish, the *eif6^ms/ms^* mutants were viable. To further study how low Eif6 levels affect *sbds* KO, we created an *sbds*-mutant line in the *eif6^ms^* mutation (*sbds^+/–^* *eif6^ms/ms^*). In this case, the expected Mendelian ratio is 1 of 4 *sbds* WT/mutant fish on the *eif6^ms/ms^* background (25%). To study how Eif6 levels affect *sbds* KO at 10 dpf, we performed 3 different crosses: (a) incross of *sbds^+/–^* on the *eif6* WT background (*sbds^+/–^* *eif6^+/+^*); (b) incross of *sbds^+/–^* on the *eif6* missense mutation background (*sbds^+/–^* *eif6^ms/ms^*); and (c) outcross of *sbds^+/–^* on the *eif6* WT background (*sbds^+/–^ eif6^+/+^*) with a *sbds^+/–^* on the *eif6* missense mutation background (*sbds^+/–^ eif6^ms/ms^*). With these 3 crosses, we determined differences between *eif6^+/+^*, *eif6^ms/ms^*, and *eif6^+/ms^* in the *sbds* WT and *sbds*-KO fish, respectively (Figure 6B). We then determined Eif6 protein levels in fish on the *sbds* WT background at 5 dpf and found that the protein levels in the heterozygotes were approximately 50% of the levels in WT fish (Figure 6C).

Previously, we demonstrated that *sbds*-KO zebrafish had substantially lower numbers of neutrophils compared with their WT siblings (Figure 4D) (4). At 10 dpf, we determined the number of neutrophils and found that *sbds^–/–^* fish had significantly lower numbers of neutrophils than did the WT fish, regardless of *eif6* genotyping (Figure 6D). These results are consistent with those previously observed in *eif6^+/–^* fish (Figure 5E), suggesting that Eif6 levels did not affect neutrophil counts in our zebrafish models.

Next, we assessed Eif6 levels in *eif6* WT and missense mutants and found an accumulation of Eif6 in fish on the *sbds*-KO backgrounds at 10 dpf. We chose this time point on the basis of our previous studies, which showed that *sbds^–/–^* fish had no detectable Sbds protein at 10 dpf (4). However, this accumulation was significantly lower in *eif6^ms/ms^* fish than in *eif6^+/+^* fish (Figure 6E). Additionally, we analyzed *sbds* and *eif6* mRNA levels across all genotypes and found, as expected, that *sbds* mRNA levels were decreased in *sbds*-KO zebrafish, regardless of the *eif6* background (Figure 6F).

Subsequently, we examined markers of tp53 pathways. Surprisingly, when Eif6 levels were low (*eif6^+/ms^*) or lower (*eif6*^ms/ms^), *sbds*-KO fish did not exhibit a pronounced activation of the Tp53 pathway compared with those on the *eif6* WT background (*eif6^+/+^*), in which *cdkn1a, cdknd2ab, bax,* *puma*, and *casp9* expression levels were strongly upregulated (Figure 6G). Hence, low levels of Eif6 reduced the activation of the tp53 pathway, which could serve to mitigate the role of Eif6 accumulation in TP53-mediated stress responses and apoptosis.

### Tp53 is upregulated in SDS patient–derived cell lines.

Because we observed that the Tp53 pathway plays an important role in our zebrafish models of SDS, we sought to determine whether human SDS–derived tissues exhibited the same level of activation. We assessed TP53 and p21 protein levels in SDS patient–derived lymphoblastoid cell lines (LCLs) and bone marrow mononuclear cells (BM-MNCs) and detected a significant 4-fold increase in SDS LCL cells compared with the controls (Figure 7A). We confirmed this finding in primary BM-MNCs freshly isolated from patients with SDS, in which SDS cells had more extensive increases in TP53 levels (Figure 7B).

### Knockdown of EIF6 in SDS-derived LCL decreases TP53 and CDKN1A mRNA levels.

Having observed increased EIF6 protein levels in LCL cells derived from patients with SDS (Figure 1B), we hypothesized that decreased EIF6 levels could mitigate the activation of the TP53 pathway. We first tested 3 different *EIF6* shRNAs (Figure 7, C and D). We chose siRNA no. 2, which showed the highest silencing efficacy, inducing a 5.7-fold reduction in *EIF6* mRNA expression and a 9-fold reduction in protein levels (Figure 7, D and E). Corresponding to the decreased EIF6 protein levels, *TP53* and *CDKN1A* levels in these cells were significantly decreased from approximately 5.6-fold to approximately 2.7-fold (Figure 7F). Additionally, in SDS-deficient cells, TP53 protein levels decreased following the reduction of EIF6. In contrast, TP53 levels in healthy controls remained unaffected (Figure 7, G and H). Hence, low EIF6 levels mitigated the activation of the TP53 pathways, alleviating the cellular stress in SBDS-deficient cells as in *sbds^–/–^* zebrafish and offering a mechanism for somatic cell rescue.

## Discussion

We report here the generation and analysis of *eif6*-null and missense mutations that contributed to pathogenesis in a SDS zebrafish model. Loss of Eif6 resulted in an earlier lethality than with loss of Sbds. However, low levels of Eif6 permitted zebrafish to survive through adulthood and be fertile, suggesting a critical dosage effect. Polysome analysis revealed a flattened profile for *eif6^–/–^* fish, but a normal pattern for hypomorphic Eif6 fish. As in the *sbds^–/–^* model for SDS (4, 17), loss of Tp53 function did not rescue the early lethality of *eif6^–/–^* larvae. Low protein levels of Eif6 conferred a modest increase in survival of *sbds*-deficient fish, which correlated with decreased activation of Tp53 pathways. Altogether, our results indicated that there was a critical Eif6 dosage effect on survival and that additional TP53-independent pathways contributed to larval lethality for both *sbds^–/–^* and *eif6^–/–^* zebrafish.

Kennedy et al. (22), Tan et al. (23), and Machado et al. (29) made notable contributions to our knowledge of the pathophysiology of SDS by identifying competing clones harboring *EIF6* and *TP53* mutations. First suggested by Xia et al. (19), *TP53* mutations arise in an age-dependent manner in individuals with SDS, unlike the absence of these mutations in severe congenital neutropenia. These studies suggested that TP53 and EIF6 afford somatic genetic rescue with different fates. Mutations in *EIF6* lead to improve ribosome joining and translational efficiency (30). Mutations in *TP53* existed as either monoallelic or biallelic, with the risk of MDS/AML greater in biallelic conditions. While monoallelic *TP53* variants might be present for years without progression to malignancy, biallelic mutations often herald a malignant transformation. These clinical studies suggested adaptive (decreased EIF6 levels) or maladaptive (loss of TP53 tumor suppressor activities) responses in SDS. The connection between the two and the characterization of the adaptive mechanism for EIF6’s dosage have been elusive.

The TP53 pathway is activated by ribosome biogenesis defects and aberrant protein translation (31, 32). Sbds deficiency induces activation of the TP53 tumor suppressor pathway and subsequent growth arrest and/or apoptosis (4, 14, 17, 26). To determine the role of EIF6 in SDS pathophysiology and TP53 activation, we used SDS patient-derived cells and detected significantly higher levels of EIF6. This accumulation was previously observed in mouse (8) and zebrafish SDS models (4, 17). Our study further investigated this accumulation phenomenon in a zebrafish *sbds* KO. We found that the accumulation of Eif6 was more prominent in the cytoplasm compared with other cellular compartments. These results may indicate that SBDS deficiency affects the cytoplasmic steps of ribosome biogenesis, where ribosomal subunits mature and assemble before being utilized in protein synthesis. In addition, Jaako et al. demonstrated that transgenic mice overexpressing *Eif6* exhibit a defect in ribosome assembly similar to that observed SDS (26). This observation suggests that an excess of EIF6 can disrupt normal ribosome biogenesis processes, potentially leading to phenotypic manifestations reminiscent of ribosomopathies like SDS. These findings underscore the stoichiometric balance required for ribosome assembly and function, implicating EIF6 dysregulation as a contributing factor in certain genetic disorders affecting bone marrow function. With these observations we wondered whether this accumulation of Eif6 in the *sbds* deficient cells were causing cellular stress that led to Tp53 activation.

Our *eif6* KO showed critical developmental defects and early mortality, similar to what previously was observed in the Eif6-null mouse (26). However, the hypomorphs (low Eif6 expressers mutants) were able to survive until adulthood and were fertile. To study how the amount of Eif6 affects translation activity in our zebrafish models, we performed polysome profiling in all three Eif6 mutants. Only the KO exhibited substantial defects, characterized by the near absence of free 40S and 60S ribosomal subunits and markedly low levels of 80S ribosomes and polysome fractions. In addition, ribosomal proteins were also reduced. This severe disruption indicates a critical impairment in ribosome assembly and function. In summary, *eif6* KOs, lacking Eif6, failed to produce the necessary ribosomal subunits, leading to a cascading failure in protein synthesis machinery. This disruption may lead to the observed critical developmental failures and early death. Interestingly, none of the low Eif6 expressers, showed ribosomal impairment in the polysome profile. This highlights the critical importance of EIF6 dosage, or stoichiometry, in non-diseased cellular function and viability and emphasizes the severe consequences of its total absence on ribosomal integrity and protein production. Only a 10% level of Eif6 is sufficient for normal cellular function, development, and survival. Zebrafish provides a model for developing drugs to modulate Eif6 levels that would ameliorate SDS. Zebrafish can provide an organismal model for validating small molecule modulators that could reduce Eif6 protein levels via transcriptional or post-translational mechanisms and ameliorate SDS. EIF6 dosage is crucial, as low levels of EIF6 protein mitigate TP53 pathway activation and reduce deleterious cellular stress responses in SDS (33).

When we analyzed the different Eif6 dosages in the *sbds* KO zebrafish model, we determined that there is a required critical Eif6 dosage. Both excessive and insufficient levels of Eif6 are detrimental, indicating that a precise amount is crucial for the survival of *sbds* KO zebrafish. The optimal amount appears to be around 50%–60% of the WT Eif6 levels. Jaako et al. (26) showed that EIF6 binds to free cytoplasmic 60S subunits, including the pre-60S and mature post-termination 60S in a translationally inactive state. This mechanism allows EIF6 to undergo recycling, reattaching to the 60S subunit after the ribosome has completed translation. This process ensures efficient utilization of EIF6 during the ribosomal cycle, facilitating proper ribosome assembly and function in cellular protein synthesis.

Somatic genetic rescue has been reported in multiple congenital blood disorders (34). Stochastically occurring mutations confer a fitness advantage. We postulate that somatic genetic rescue involving EIF6 in SDS confers an adaptive response by relieving the stress of stoichiometric imbalance (35) and reducing the level of EIF6 accumulation in the cytoplasm. This leads to a lessened magnitude of TP53 activation. In SDS, the loss of SBDS function perturbs ribosome biogenesis, leading to an accumulation of EIF6 in the cytoplasm. This imbalance produces cellular stress and triggers TP53 activation. However, somatic genetic rescue conferred by reduced EIF6 levels leads to its decreased cytosolic accumulation and counteracts this stress response by restoring a more balanced ribosomal protein stoichiometry. A lower magnitude of TP53 activation could promote cellular survival by modulating the time of appearance, levels of, and duration of TP53 (36). This adaptive response may be a critical factor in cellular survival and function in SDS, potentially explaining the variability in disease such as the fluctuations in hematologic counts or decreased requirements for pancreatic enzyme replacement (37–39). In other subclones within the same individual, stochastic loss of one *TP53* allele alleviates stress, reduces the likelihood of *EIF6* mutation (or deletion of 20q). This double-edge effect increases the likelihood of mutating the second *TP53* allele, which promotes the transformation to MDS/AML (40). On the other hand, reduced EIF6 protein levels provide a stress release, reducing the likelihood of TP53 in that cell and its progeny. Clones harboring mutations in EIF6 may reduce the risk of their own leukemic transformation, while other clones harboring TP53 mutations can transform to leukemia. Our animal model demonstrates that germline knockdown of *eif6* confers a modest benefit in survival. Future studies will determine at what level of Eif6 protein expression, as mitigated by CRISPR or missense mutation, can confer the maximal benefit in survival. Determining the dose of EIF6 reduction could guide the pharmacologic design to effect clinical somatic genetic rescue. Additional studies will characterize the clonal competition between subclones carrying *TP53* or *EIF6* mutations, although there may be additional environmental factors or exposures (such as infection).

This investigation provides insights into the relationship between ribosome biogenesis factors Sbds and Eif6, cellular stress responses mediated by the Tp53 pathway, the implications for developmental processes and pathogenesis, and a mechanism for somatic genetic rescue in SDS. Our zebrafish strains provide vertebrate models to test Eif6’s effects on translational efficiency through cytoplasmic accumulation and reduced ribosomal recycling (26). Understanding the regulatory networks involving EIF6 and TP53 provides valuable insights into the pathogenesis of these disorders and phenotypic variability and offers promising avenues for therapeutic intervention. Furthermore, there are TP53-independent pathways that contribute to the pathogenesis of SDS. We are currently identifying them.

## Methods

### Sex as a biological variable.

Both male and female participants with SDS provided material. Zebrafish were used prior to sexual development, and their sex was not considered a variable.

### Zebrafish husbandry and mutagenesis.

WT AB, *tp53^M214K^* (41) zebrafish were obtained from the Zebrafish International Research Center, ZIRC (https://zebrafish.org/). The *sbds^nu132^* (denoted as *sbds^-^*) was created in Northwestern University (4).All lines were maintained according to standard protocols (42). sgRNA targeting *eif6* exon 2 were designed with the Integrated DNA Technologies (IDT) design tool (Supplemental Table 1). sgRNA was prepared following the manufacturer’s protocol. Genomic DNA was extracted from embryos 1–2 days after injection for restriction site polymorphism-based genotyping. (Primer sequences are listed in Supplemental Table 1). All obtained alleles were sequenced from PCR products.

### Patient-derived tissues.

Patients with SDS were recruited during their annual visits at the Cystic Fibrosis Center in Verona, Italy. Patients with SDS were included only if they carried biallelic *SBDS* mutations without signs of MDS or AML, as indicated in Supplemental Table 2. During the outpatient scheduled visit, 1 additional peripheral blood sample (10 mL) and 1 additional bone marrow aspirate (5 mL) were collected in EDTA-containing tubes. BM-MNCs and PBMCs were isolated by Ficoll-Paque Plus (MilliporeSigma) density-gradient centrifugation at 400*g* for 25 minutes at room temperature. To generate LCLs from patients with SDS and healthy donors, peripheral B cells (CD45^+^CD19^+^) were isolated with the Rosette Sep B Lymphocyte Kit (Miltenyi Biotec). B cells were infected for 18 hours with EBV isolated from marmoset blood leukocyte B95.8 virus-producing cells. Once generated, LCLs with a comparable number of cell culture passages were incubated for 24 hours in RPMI-1640 medium (MilliporeSigma), supplemented with 10% FBS (MilliporeSigma).

### RT-qPCR.

At least 3 biological replicates were used in each experiment, with all 3 genotypes from the same clutch. Pools of 7–10 larvae were homogenized, and RNA was extracted using TRIzol (Invitrogen, Thermo Fisher Scientific). cDNA was synthesized with the iScript cDNA Synthesis Kit (Bio-Rad). Human LCLs were cultured in complete RPMI-1640 with 10% FBS. Cells were lysed, and total mRNA was extracted using the High Pure mRNA Extraction Kit (Roche). cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). For RT-qPCR, cDNA was mixed with PowerUP SYBR Green Mix (Thermo Fisher Scientific). mRNA expression in mutant fish and patients’ cells was normalized to β-actin and calculated using the ΔΔCt method. Primers are listed in Supplemental Table 3.

### Transient silencing of EIF6 in LCLs.

Transient silencing was performed using the TriFECTa RNAi Kit (hs.Ri.EIF6.13, IDT) according to the manufacturer’s recommendations. LCL cells were transfected with specific double-stranded siRNA molecules against *EIF6* (Supplemental Table 3) or with a negative control double-stranded RNA, complexed with Lipofectamine RNAiMax (Invitrogen, Thermo Fisher Scientific) cationic liposomes in serum-free RPMI-1640 for 12 hours. Then, cells were cultured for a further 12 hours in complete RPMI-1640 with 10% FBS. Gene silencing of *EIF6* was verified by both RT-qPCR and Western blotting, as mentioned above.

### RNA-Seq.

RNA was extracted from pools of 8–9 individually genotyped larvae at 10 dpf using TRIzol (Thermo Fisher Scientific). Three pools of *eif6^–/–^* or WT zebrafish cells from the same clutch were compared. RNA quality was determined with the Bioanalyzer (Agilent Technologies), and *eif6* mRNA expression was measured by RT-qPCR. RNA-Seq library preparation and sequencing and mapping of 3 pools of *eif6^–/–^* and 3 pools of *eif6^+/+^* were performed by the Beijing Genome Institute (4). Based on the fragments per kilobase of transcript per million mapped reads (FPKM) values (43), we used the EBSeq R package for differentially expressed gene detection between *eif6^–/–^* and *eif6^+/+^* (fold change >2, and *P <* 0.05). We performed gene enrichment analysis using WebGestalt (44) and searching for KEGG pathways. Heatmaps were made using Heatmapperclustering (http://heatmapper.ca/) (45).

### Western blot analysis.

After genotyping by fin-clipping the larvae, the rest of the body was kept in individual tubes and boiled for 3 minutes in Laemmli buffer (Bio-Rad). For human tissue, total proteins were extracted in RIPA buffer supplemented with complete protease inhibitor EDTA-free cocktail (Roche). The antibodies used are listed in Supplemental Table 4.

### Detection of neutrophils.

Detection of neutrophils was performed as previously described (17). *o-*Dianisidine staining was performed as described previously (46) and correlated with the genotype.

### Polysome profile.

Pools of 10–25 larvae (5 dpf) from *eif6^+/+^*, *eif6^del2aa/del2aa^*, *eif6^ms/ms^*, and *eif6^–/–^* larvae were collected and treated with cycloheximide 100 μg/mL for 10 minutes and then sacrificed and stored at –80°C. Larvae were thawed and lysed at 4°C in polysome lysis buffer according to a previously described protocol (4). Polysome profiles were done in triplicate for the 4 genotypes.

### Statistics.

Descriptive and analytical statistics were performed using GraphPad Prism 6.0 (GraphPad Software). Parametric data are shown as the mean ± SEM, with *n* values represented by dots in histograms, each indicating a different animal. Statistical tests included unpaired, 2-tailed *t* tests or 1-way ANOVA with Tukey’s or Dunnett’s multiple-comparison test. A *P* value of less than 0.05 was considered significant.

### Study approval.

Zebrafish experiments were approved by the IACUC of the Cleveland Clinic. Human samples were obtained in compliance with the Declaration of Helsinki, after written consent, with protocols approved by the ethics committee of Azienda Ospedaliera Universitaria Integrata (protocol 4182CESC; approval no. 423, 04/06/2023).

### Data availability.

RNA-Seq data are available in the Gene Expression Omnibus (GEO) database (GEO GSE282310). All other data are available upon reasonable request to the corresponding authors.

## Author contributions

UO and VB designed studies, performed experiments, acquired and analyzed data, and wrote the manuscript. MS, CB, and AS performed experiments. EC analyzed data and wrote the manuscript. MC provided reagents and wrote the manuscript. SJC designed studies, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
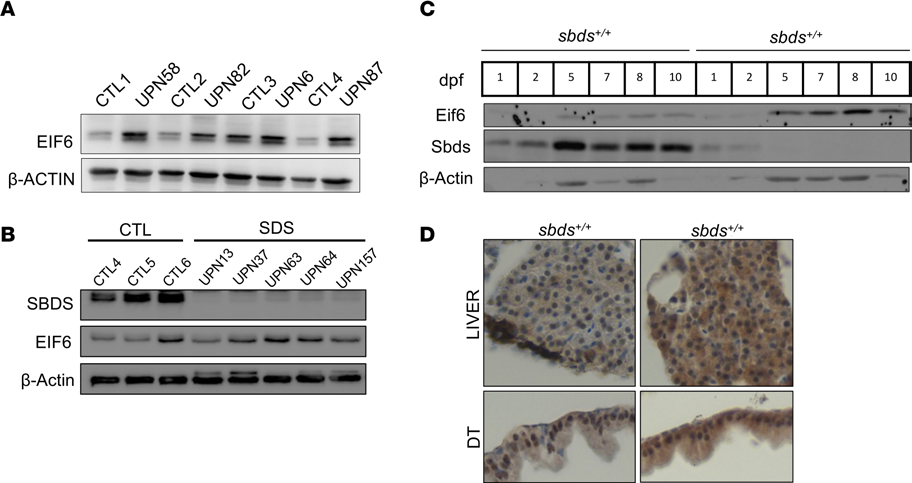
Eif6 accumulation in patients with SDS and *sbds*-KO zebrafish. Western blots showing EIF6 accumulation in SDS lymphoblasts (**A**), SDS PBMCs (**B**), and *sbds*-KO fish from 5 dpf to 10 dpf (**C**). CTL1, healthy control no. 1. (**D**) IHC images of Eif6 expression showing accumulation in the liver and digestive tract (DT) of 10 dpf zebrafish. Original magnification, ×40.

**Figure 2:**
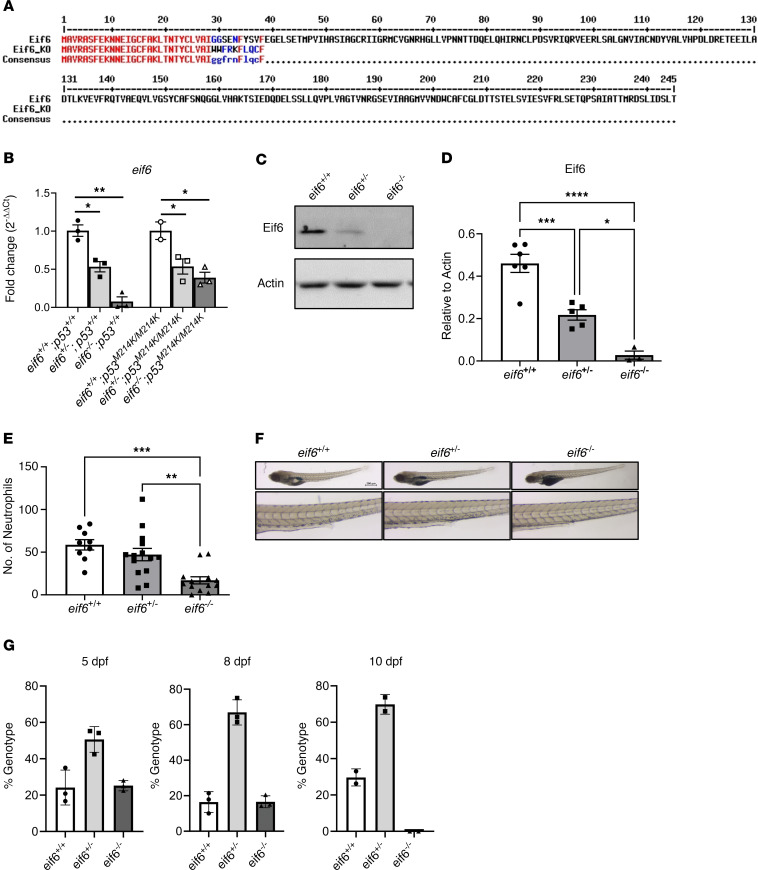
Eif6 is essential for zebrafish embryonic development. (**A**) Amino acid alignment of WT and *eif6* KO zebrafish; the insertion of 1 bp causes early truncation. (**B**) mRNA *eif6* levels by RT-qPCR on the *tp53^+/+^* and *tp53^M214K/M214K^* backgrounds at 5 dpf. (**C**) Western blots showing the absence of Eif6 protein in the *eif6^–/–^* zebrafish larvae at 5 dpf. Note the dose effect in the *eif6^+/–^* fish compared with their WT siblings. (**D**) Western blot quantification. (**E**) *eif6* KO showed a significantly lower number of neutrophils than the WT siblings at 5 dpf. (**F**) Sudan black staining for neutrophils counts (original magnification, ×2.5 and ×8). (**G**) Survival percentages for *eif6^+/+^, eif6^+/–^*, and *eif6^–/–^* siblings at 5, 8, and 10 dpf. *P < 0.05, **P < 0.01, and ***P < 0.001, by ANOVA. Data represent the mean ± SEM.

**Figure 3:**
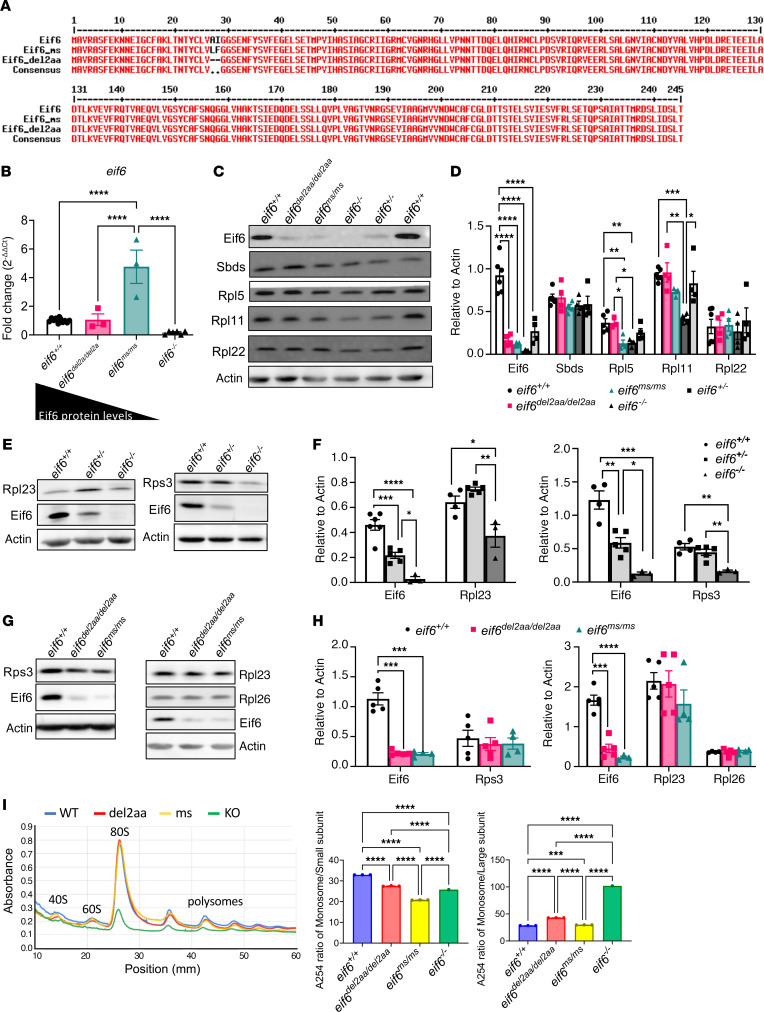
Low levels of Eif6 are enough for survival to adulthood, but only an absence of *eif6* KO affects the levels of ribosomal proteins. (**A**) Amino acid alignment of the 2 *eif6* mutants (*eif6^ms/ms^* and *eif6^del2aa/del2aa^*) compared with the Eif6 WT sequence. (**B**) mRNA levels in all 3 *eif6* mutants and WT zebrafish at 5 dpf. (**C**) Western blots showing Eif6, Sbds, and RP levels in the different *eif6* mutants. (**D**) Western blot quantification. (**E**) Western blots showing Rpl23 and Rps3 in *eif6^+/+^*, *eif6^+/–^*, and *eif6^–/–^* siblings at 5 dpf. (**F**) Western blot quantification relative to actin. (**G**) Western blotting showing Rpl23 and Rps3 expression in *eif6^+/+^*, *eif6^del2aa/del2aa^*, and *eif6^ms/ms^* zebrafish at 5 dpf. (**H**) Western blot quantification relative to actin. (**I**) Polysome profiles of *eif6* WT and mutants at 5 dpf. *P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA. Data represent the mean ± SEM.

**Figure 4:**
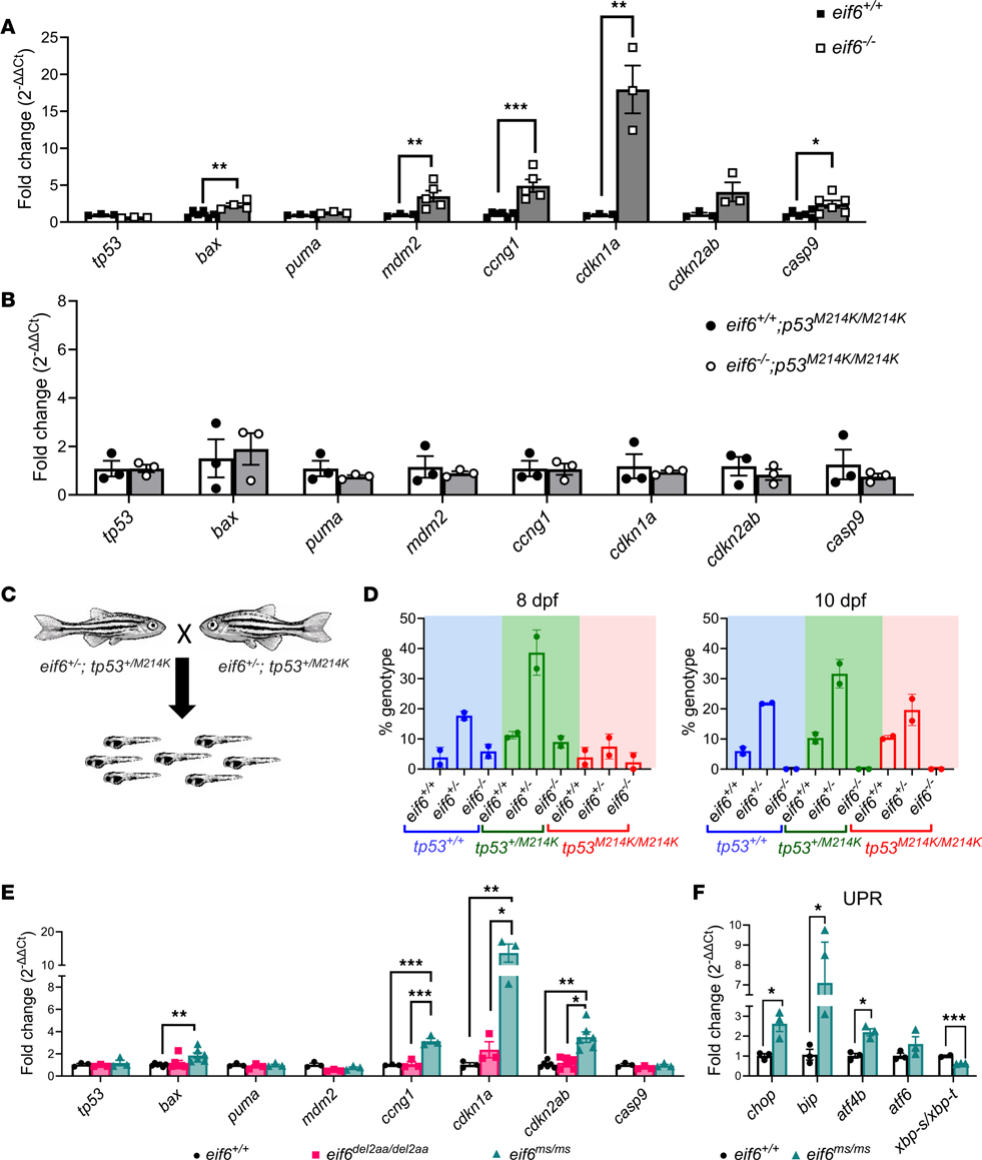
Tp53 pathway activation in *eif6* mutants does not affect survival rates. RT-qPCR analysis of *tp53* and its targets of WT and *eif6* KO on the (**A**) *tp53^+/+^* and (**B**) *tp53^M214K/M214K^* backgrounds. (**C**) Scheme of the double-heterozygote crosses (*eif6^+/–^* *tp53^+/M214K^*). (**D**) Percentage of survival for double-heterozygote crosses of *eif6^+/–^* *tp53^+/M214K^* at 8 and 15 dpf. (**E**) RT-qPCR analysis of *tp53* and its targets (*P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA), and (**F**) UPR markers in WT and *eif6^ms/ms^* zebrafish at 5 dpf (*P < 0.05 and ***P < 0.001, by 2-tailed *t* test). Data represent the mean ± SEM.

**Figure 5:**
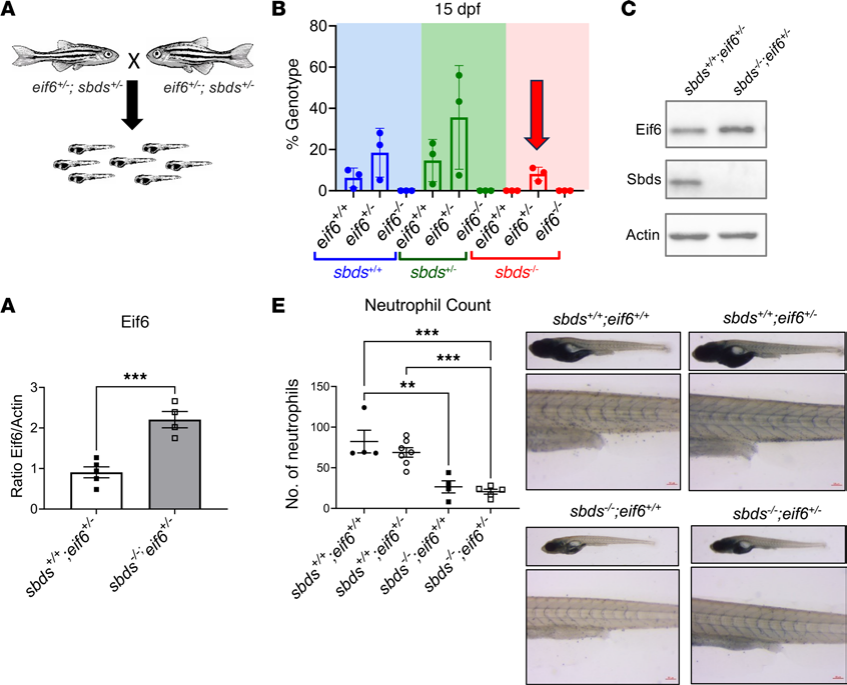
Partial rescue of *sbds* KO with 1 copy of the WT *eif6* allele. (**A**) Scheme showing the incrossing of 2 double-heterozygotes (*eif6^+/–^ sbds^+/–^*). (**B**) Genotype percentages at 15 dpf of an incrossing of double-heterozygotes. (**C**) Western blots showing Eif6 accumulation in *sbds* KO fish with only 1 copy of the *eif6* WT allele (*eif6^+/–^*). (**D**) Western blot quantification of Eif6 protein expression. (**E**) Sudan black staining to detect the number of neutrophils in 10 dpf siblings. Scale bars: 200 μm and 50 μm. Data represent the mean ± SEM.

**Figure 6:**
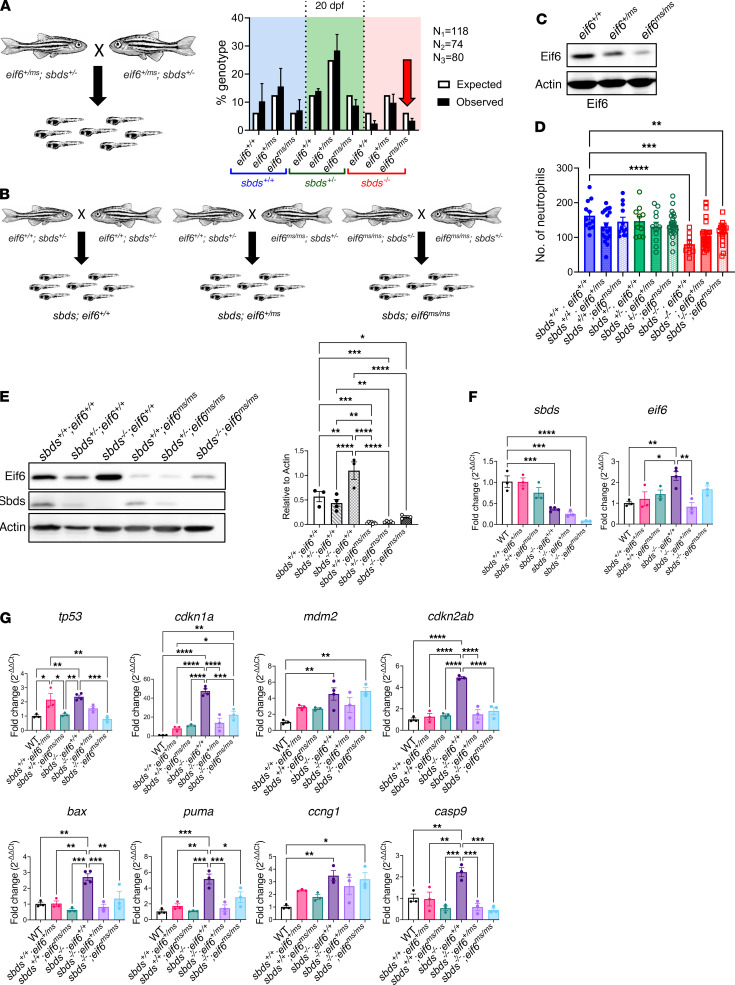
Correlation of Eif6 levels with tp53 activation in *sbds*-KO zebrafish. (**A**) Scheme of *sbds^+/–^* crossings in the WT and Eif6 missense mutants and percentage of genotypes observed at 20 dpf. (**B**) Schemes of the 3 different crosses to obtain *sbds* WT and KO zebrafish on the *eif6^+/+^*, *eif6^+/ms^*, and *eif6^ms/ms^* backgrounds. (**C**) Immunoblot showing Eif6 accumulation in *sbds-*KO zebrafish. (**D**) Neutrophil counts at 10 dpf. *P < 0.05, **P < 0.01, ***P < 0.001, by 1-way ANOVA with Dunnett’s test. (**E**) Protein levels in *sbds^+/+^*, *sbds^+/–^*, and *sbds^–/–^*, in the *eif6^+/+^* and eif6ms/ms mutant backgrounds, along with protein quantification. (**F**) RT-qPCR results for *sbds* and *eif6* (**G**) and the tp53 pathway. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA with Tukey’s test. Data represent the mean ± SEM.

**Figure 7:**
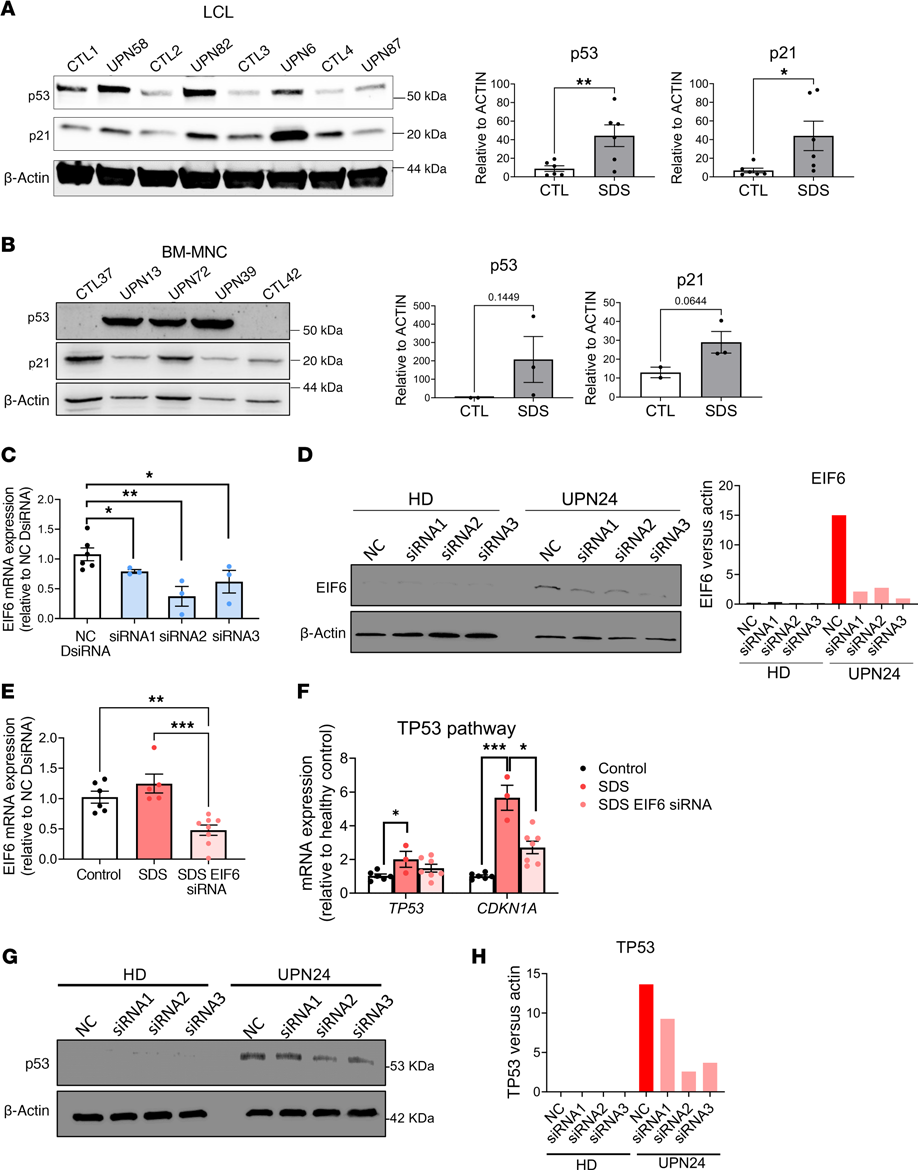
Tp53 activation in SDS patient–derived cells. Western blots and quantification of (**A**) LCLs and (**B**) BM-MNCs. *EIF6* mRNA (**C**) and protein (**D**) levels in 3 different siRNAs. (**E**) *EIF6* mRNA levels in patients with SDS with and without siRNA (**F**) *TP53* and *CDKN1a* mRNA levels are decreased after siRNA in patients with SDS. (**G**) Western blots showing decrease in TP53 levels after EIF6 knockdown using 3 different siRNAs. (**H**) TP53 protein quantification. Data represent the mean ± SEM. HD, healthy donor; NC, negative control.

**Table 1:**
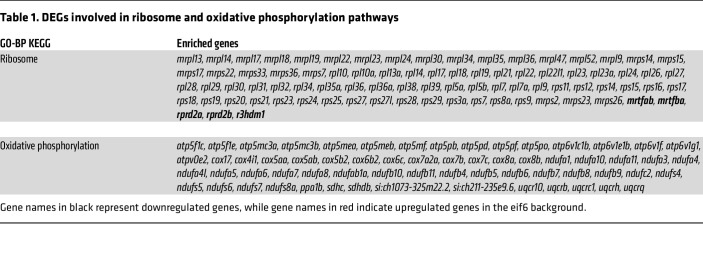
DEGs involved in ribosome and oxidative phosphorylation pathways

## Version 1 02/18/2025

In-Press Preview

## Version 2 04/15/2025

Electronic publication

# Supplementary material for: Reduced EIF6 dosage attenuates TP53 activation in models of Shwachman-Diamond syndrome
**Source:** J Clin Invest. 2025 Feb 18;135(8):e187778. doi: 10.1172/JCI187778

Supplemental Tables

Supplemental Table 1. Zebrafish *EIF6* gRNA sequence and primers

<i>EIF6</i> gRNA sequence			
Gene	CRISPR target sequence (5' - 3')	RE site lost	
<i>EIF6</i>	ACATACTGTTTGGTAGCAAT	MfeI	
Primers for zebrafish genotyping			
Gene	F Primer (5' - 3')	R Primer (5' - 3')	RE
<i>sbds</i>	TGATGAAGTCCTGCAAACCA	CAGGTCATCTGTTCCAAAAGC	
<i>EIF6</i>	CAGTTCGTGCATCATTTGAAAAG	CTGTAAAAATTTTCTGAACC	MfeI,<br>RsaI
<i>tp53</i>	ACATGAAATTGCCAGAGTATGTGT	TCGGATAGCCTAGTGCGAGC	MboII
Zebrafish RT-qPCR primers			
Gene	F Primer (5' - 3')	R Primer (5' - 3')	
<i>atf4b</i>	GGTGTCCTCTGCCCTGGTTAC	TCGTTCTGTCATCCAATCCA	
<i>atf6</i>	CTGTGGTGAAACCTCCACCT	CATGGTGACCACAGGAGATG	
<i>bax</i>	GGAGATGAGCTGGATGGAAA	AGATCTCACGGGCCACTCT	
<i>bip</i>	AGATCTTCTCCACTGCTCCGACAA	TCTACAGCTCGTCTTCTCTTCGGC	
<i>casp9</i>	CTGTCAAAGGGGGTCTTCAC	TCGTCTCCAGGTCTTTCACC	
<i>ccng1</i>	CTTCTGTGCGGAGACGTTTT	ACAGCGATGTAGAAGCAGCA	
<i>cdkn1a</i>	AGAGCTCGCGTGGAGTCAG	CCGAAAAGACTCCGCCTA	
<i>cdkn2ab</i>	CGGAAACATTTCCCATGTTC	AAGGTGCGTTACCCATCATC	
<i>chop</i>	AAGGAAAGTGCAGGAGCTGA	TCACGCTCTCCACAAGAAGA	
<i>EIF6</i>	CCCAACAACACGACAGATCA	TCGTTACAAGCGATGACGTT	
<i>puma</i>	ACT GCC CCA CAT CCC CTC AC	CGT CCC CGA TTG TCC TCA GTT G	
<i>sbds</i>	CCAACACAGTCTTTGTGAATG	CGCTTGGTCTCAGGATTC	
<i>tp53</i>	CTCTCCCACCAACATCCACT	ACGTCCACCACCATTTGAAC	
<i>xbp-s</i>	TGTTGCGAGACAAGACGA	CCTGCACCTGCTGCGGACT	
<i>xbps-t</i>	GAGGAGCCCACAAAGTCCTC	CGAAGTGCTTTTCTCTCTGG	
<i>β-actin</i>	TGCTGTTTTCCCTCCATTG	TTCTGTCCCATGCCAACCA	

RE, Restriction Enzyme

Supplemental Table 2. Genetics and clinical aspects of SDS patients enrolled in this study.

UPN, unique patient number; FTT, failure to thrive; PI, pancreas insufficiency; PS, pancreas sufficiency.

UPN	Sex	Age	Genotype	PMN<br>(Cell/mm ³)	Phenotype	Cytogenetics
6	M	25	258+2T>C/101A>T	3520	PI, FTT, bone malformation, thrombocytopenia	46,XY<br>del(20)q
13	M	25	258+2T>C/258+2T>C+183-184TA>CT	1480	PI, bone malformation, thrombocytopenia, anemia	46,XY<br>del(20)q
24	F	29	258+2T>C/183-184TA>CT	500	PS, FTT, thrombocytopenia, anemia	46,XX
26	M	19	258+2T>C/183-184TA>CT	490	PI, FTT, bone malformation, thrombocytopenia	46,XY
37	F	10	258+2T>C/183-184TA>CT	250	PI, FTT, recurrent infections	46,XX<br>i(7)(q10)
39	M	44	258+2T>C/183-184TA>CT	1390	PI, FTT, bone malformation, thrombocytopenia, cognitive impairment	46,XY
40	F	17	258+2T>C/183-184TA>CT	1040	PI, FTT, recurrent infections, HbF>2%, bone malformation, thrombocytopenia, anemia	46,XX<br>i(7)(q10)
58	M	16	258+2T>C/183-184TA>CT	230	PI, FTT, HbF>2%, bone malformation, thrombocytopenia, anemia	46,XY
63	M	19	258+2T>C/258+2T>C+183-184TA>CT	1290	PI, FTT, bone malformation	46,XY
64	M	33	258+2T>C/624+1G>C	2460	PI, bone malformation, thrombocytopenia	46,XY
72	M	33	258+2T>C/183-184TA>CT	430	PI, FTT, recurrent infections, bone malformation, thrombocytopenia, cognitive impairment	46,XY
74	M	11	258+2T>C/183-184TA>CT	1320	PI, FTT, HbF>2%, cognitive impairment	46,XY
75	F	10	258+2T>C/183-184TA>CT	2280	PI, FTT, HbF>2%, bone malformation, thrombocytopenia, cognitive impairment	46,XX
82	M	16	258+2T>C/183-184TA>CT	300	PI, FTT, recurrent infections, bone malformation, thrombocytopenia, anemia, cognitive impairment	46,XY
87	M	18	258+2T>C/183-184TA>CT	1290	PI, FTT, recurrent infections, bone malformation, cognitive impairment	46,XY
150	M	7	258+2T>C/258+2T>C	1370	PI, FTT, bone malformation	46,XY
157	F	6	258+2T>C/258+533_459+403del	890	PI, FTT, bone malformation	46,XX

Supplemental Table 3. Human siRNA and RT-qPCR primers

TriFECTa RNAi Kit (hs.Ri.EIF6.13)		
Gene	Name	Company
<i>EIF6</i>	<i>hs.Ri.EIF6.13.1</i>	IDT
<i>EIF6</i>	<i>hs.Ri.EIF6.13.2</i>	IDT
<i>EIF6</i>	<i>hs.Ri.EIF6.13.3</i>	IDT
scrambled	DS NC1	IDT
Human RT-qPCR primers		
Gene	Primer Name	Company
<i>SBDS</i>	QT00018466	Qiagen
<i>EIF6</i>	QT00086933	Qiagen
<i>TP53</i>	QT00060235	Qiagen
<i>CDKN1A</i>	QT00062090	Qiagen
<i>β-actin</i>	QT01680476	Qiagen

Supplemental Table 4. List of antibodies used in Western blotting

**Protein**	**Company**	**Dilution**	**Catalog number**	**Species used**
SBDS	Santa Cruz	1:1000	SC-271600	Zebrafish
EIF6	NovusBio	1:500	NBP2-16975	Zebrafish
RPL11	Cell Signaling Technology	1:1000	CST-18163	Zebrafish
RPL5	Cell Signaling Technology	1:1000	CST-14568	Zebrafish
RPL26	Cell Signaling Technology	1:1000	CST-5400	Zebrafish
RPL22	Santa Cruz	1:1000	SC-373993	Zebrafish
RPL23	Abcam	1:1000	ab241087	Zebrafish
RPS3	Cell Signaling Technology	1:1000	CST-2579	Zebrafish
β -actin	Santa Cruz	1:3000	SC-47778	Zebrafish
SBDS	Abcam	1:300	ab128946	Human
EIF6	Abcam	1:1000	ab175383	Human
Tp53	Abcam	1:1000	ab131442	Human
p21	Abcam	1:1000	ab109199	Human
β -actin	Merck	1:5000	A3854	Human

Supplemental figure

Supplemental Figure 1. Eif6 mutants can produce neutrophils and erythrocytes. (A) Sudan black for neutrophil staining and (B) Staining of hemoglobin by O-dianisidine at 5 dpf. White star shows the swim bladder.

Figure S1

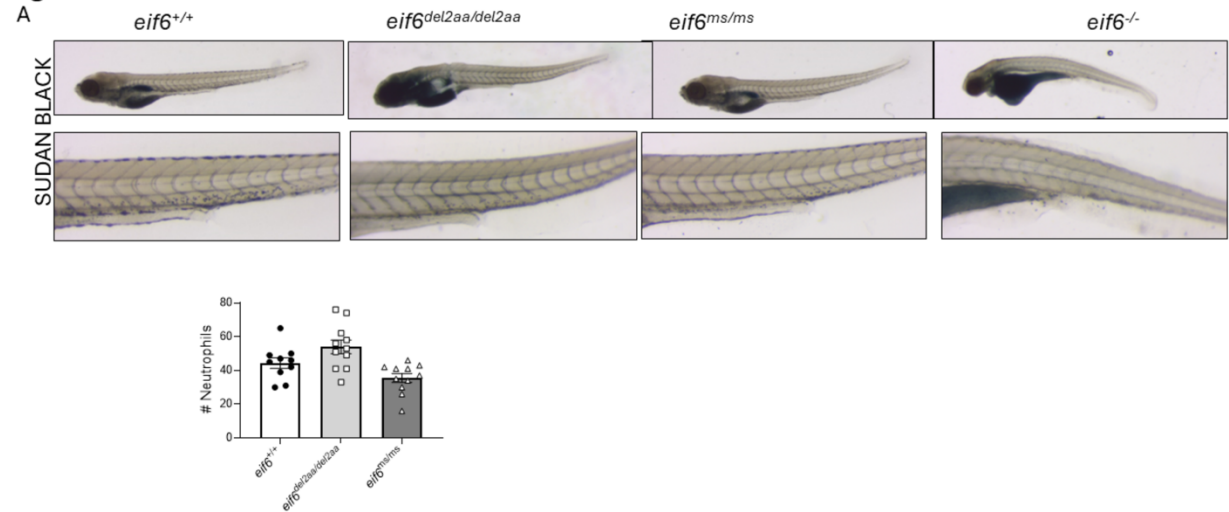

Supplemental Figure 1

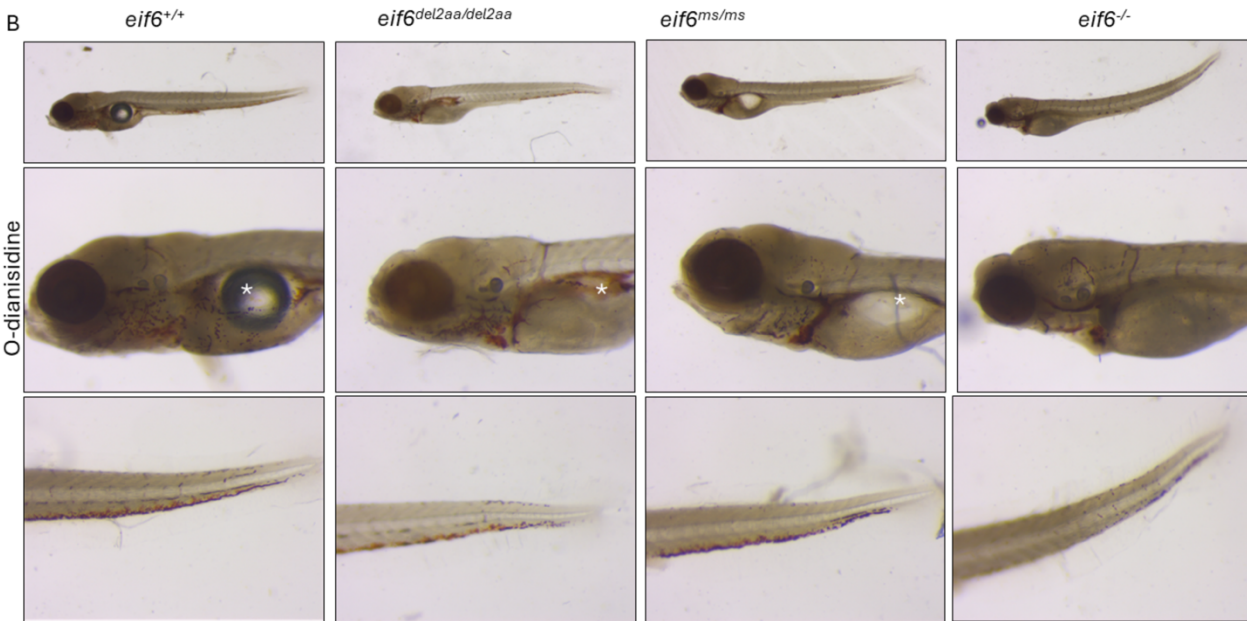

**Supplement:** Supplemental data

# Supplementary material for: Reduced EIF6 dosage attenuates TP53 activation in models of Shwachman-Diamond syndrome
**Source:** J Clin Invest. 2025 Feb 18;135(8):e187778. doi: 10.1172/JCI187778

Figure 1A

EIF6

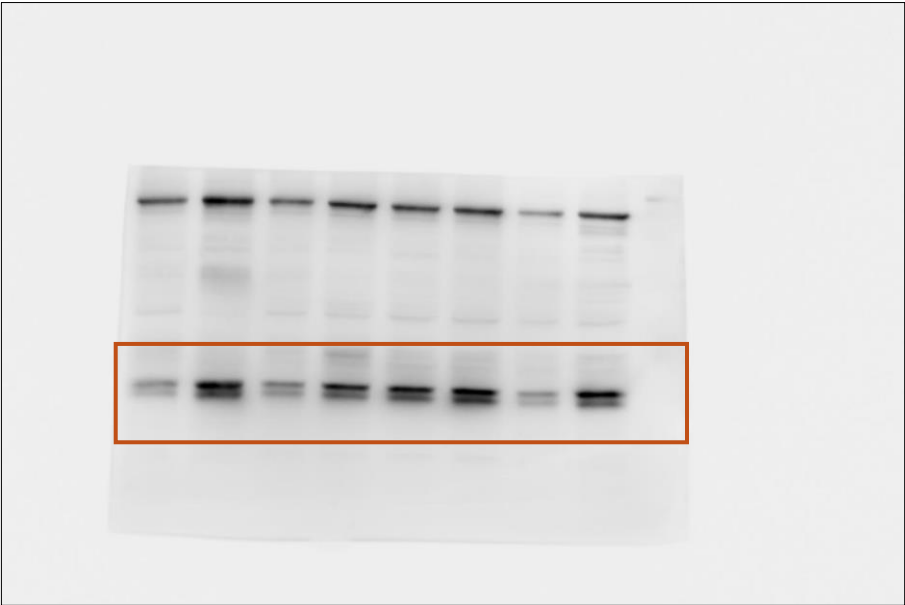

SBDS

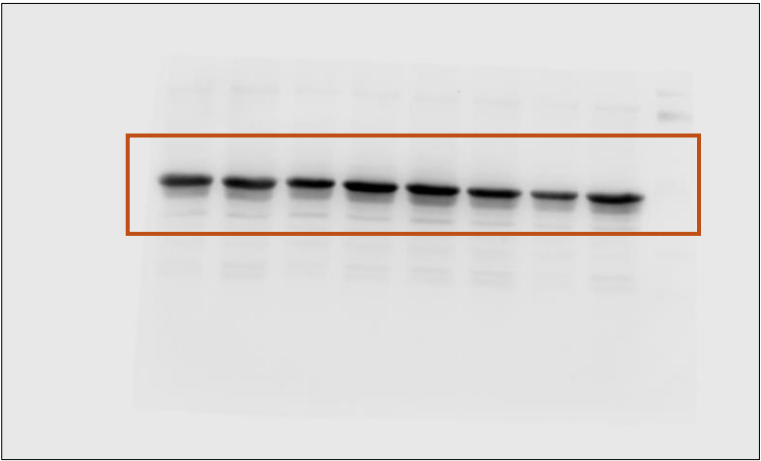

Figure 1B

SBDS

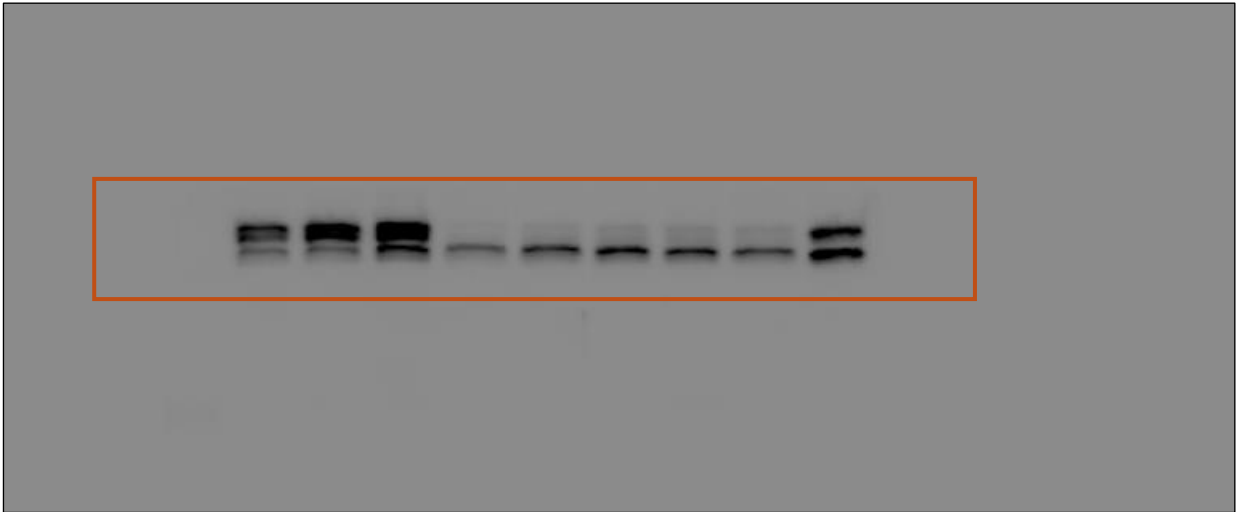

eIF6

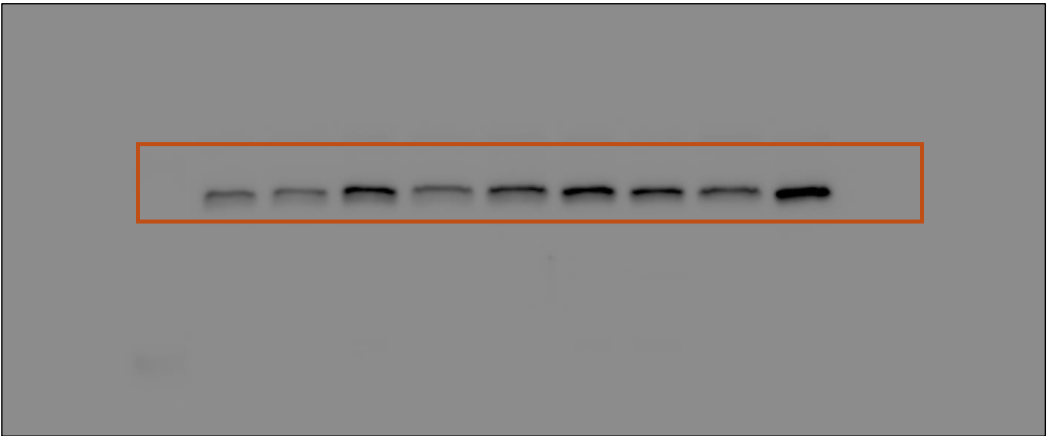

β -Actin

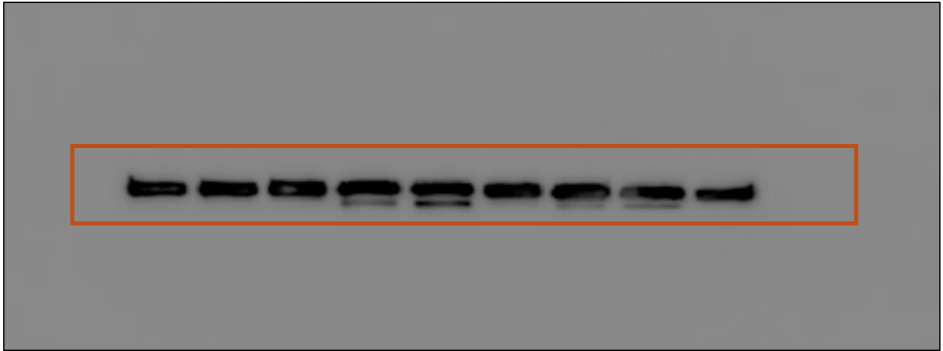

Figure 1C

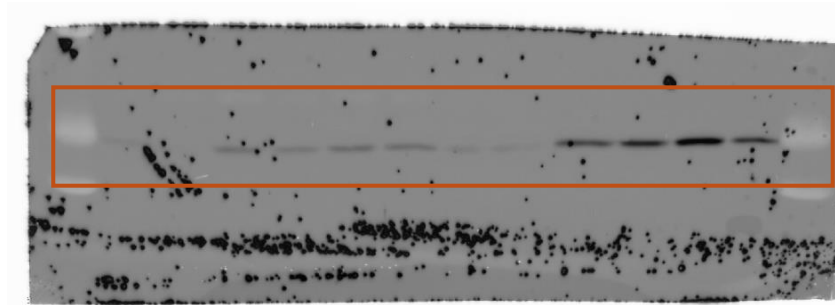

Eif6

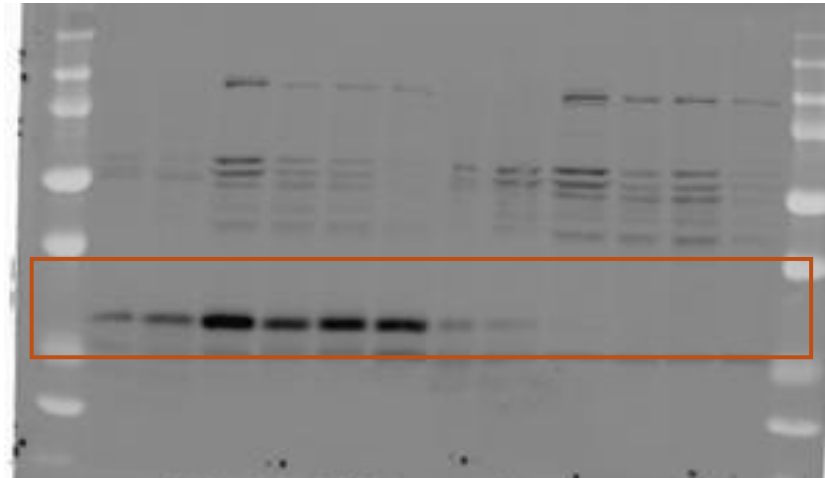

Sbd

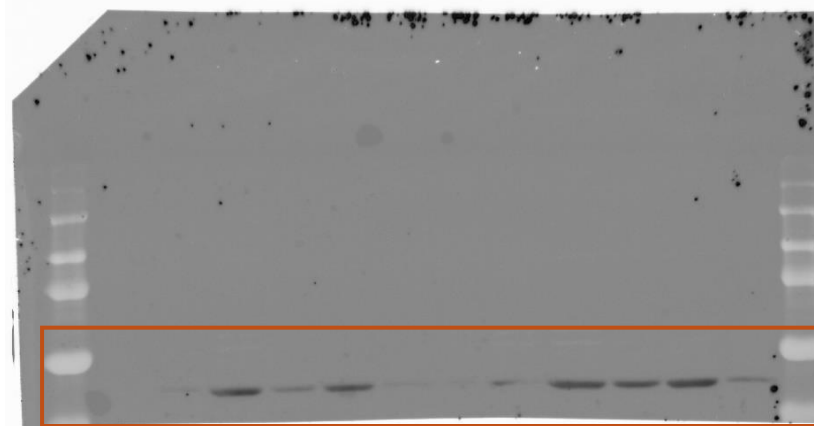

Actin

Figure 2C

Eif6

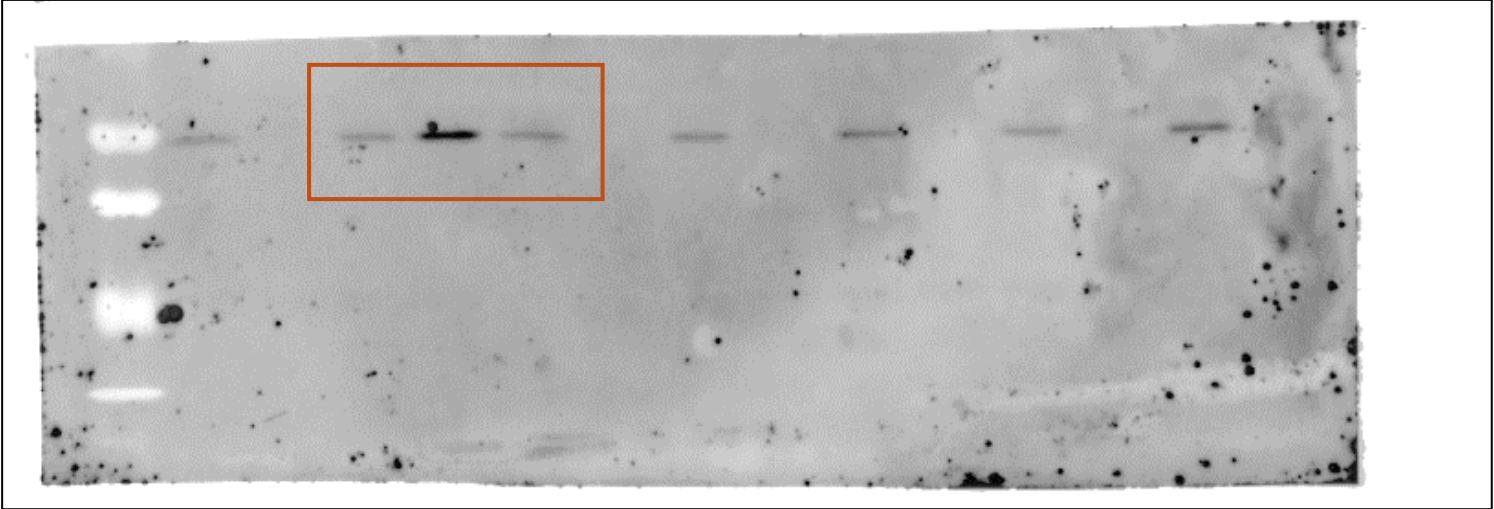

Act

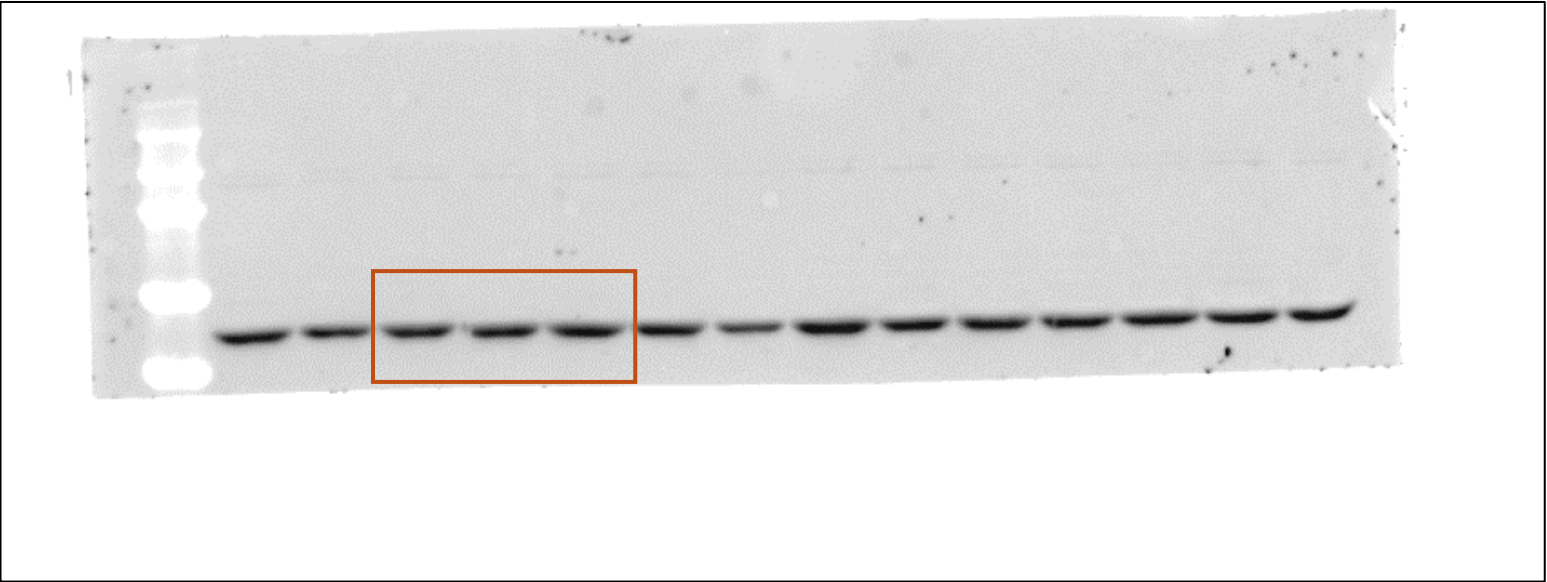

Figure 3C

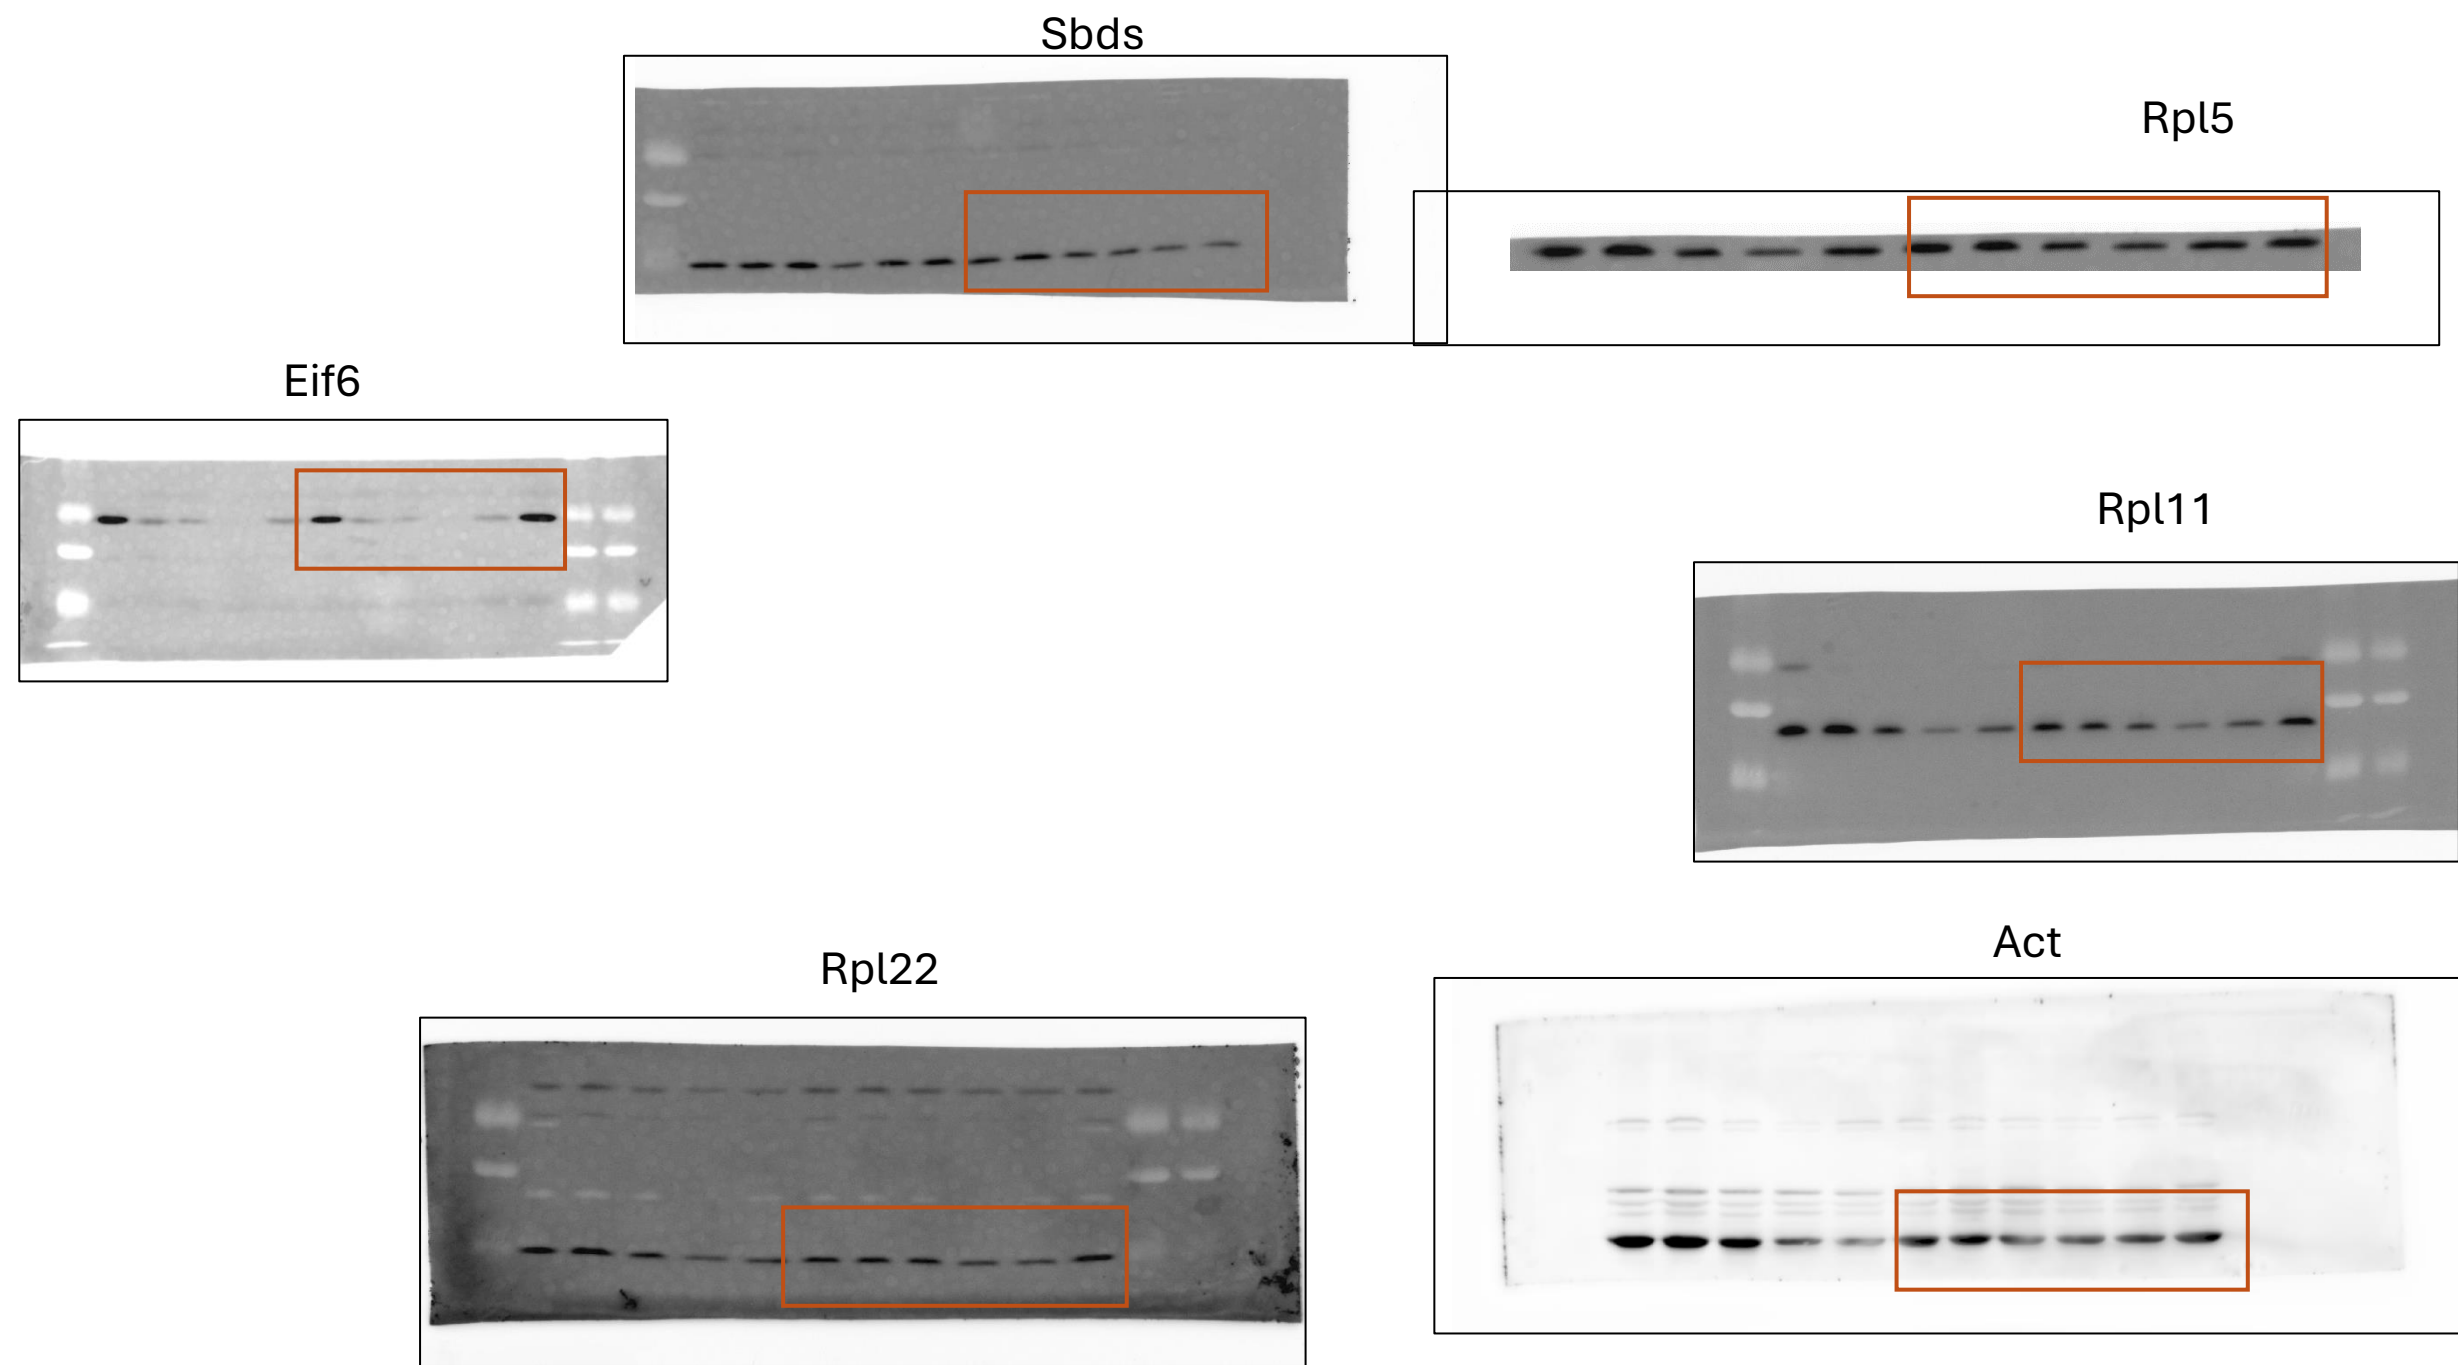

Figure 3E

E Rpl23

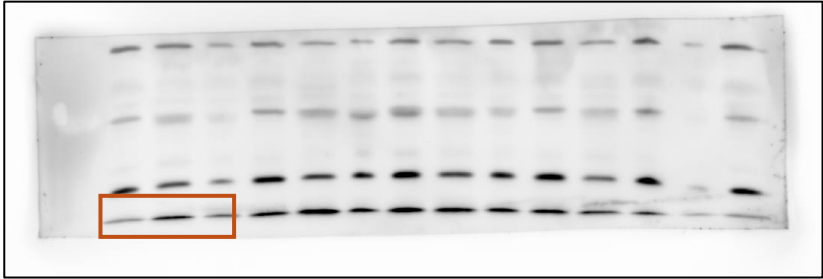

Act

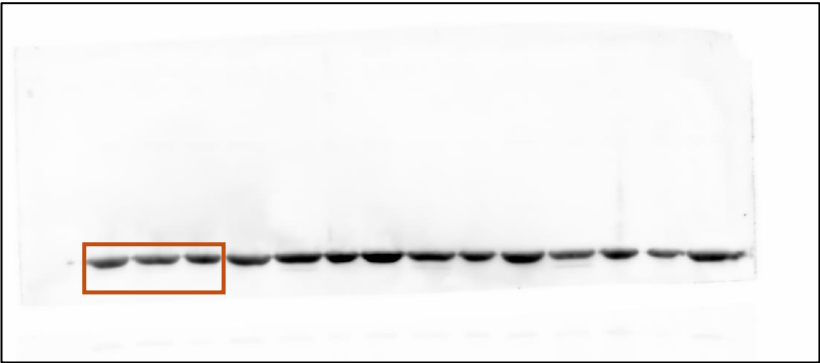

Eif6

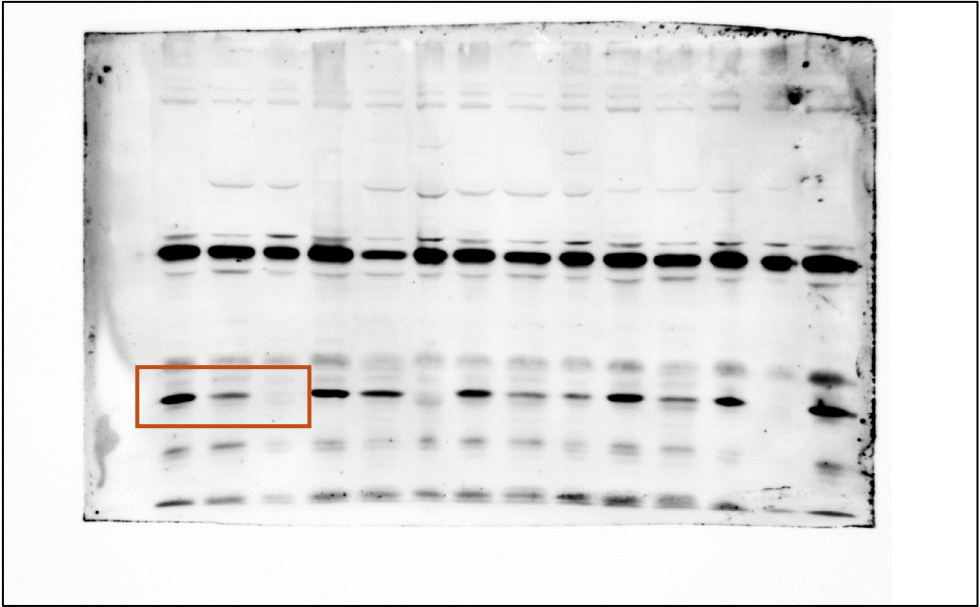

Figure 3E

Rps3

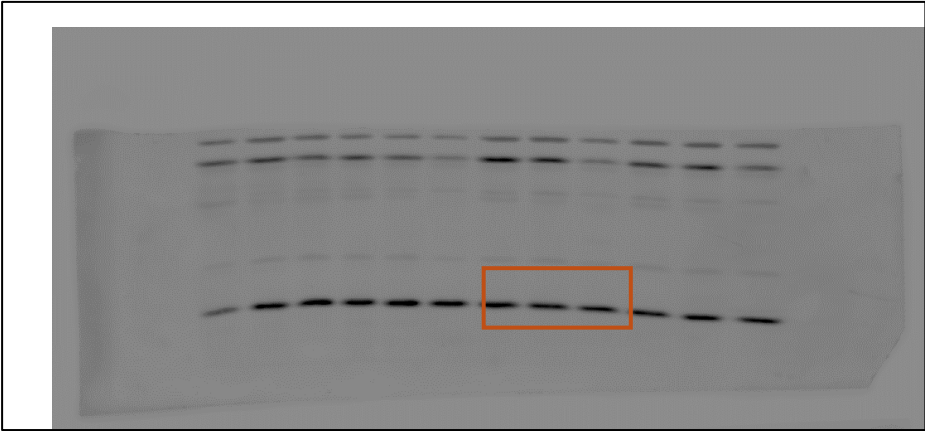

Eif6

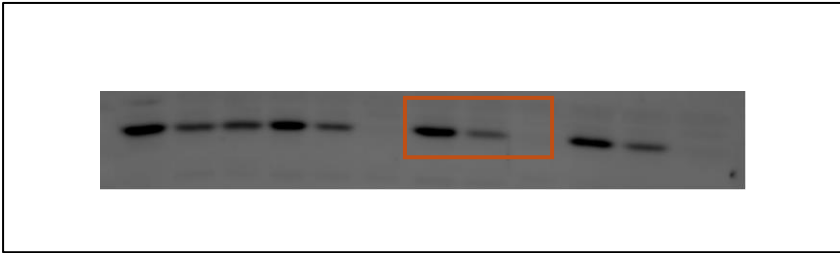

Act

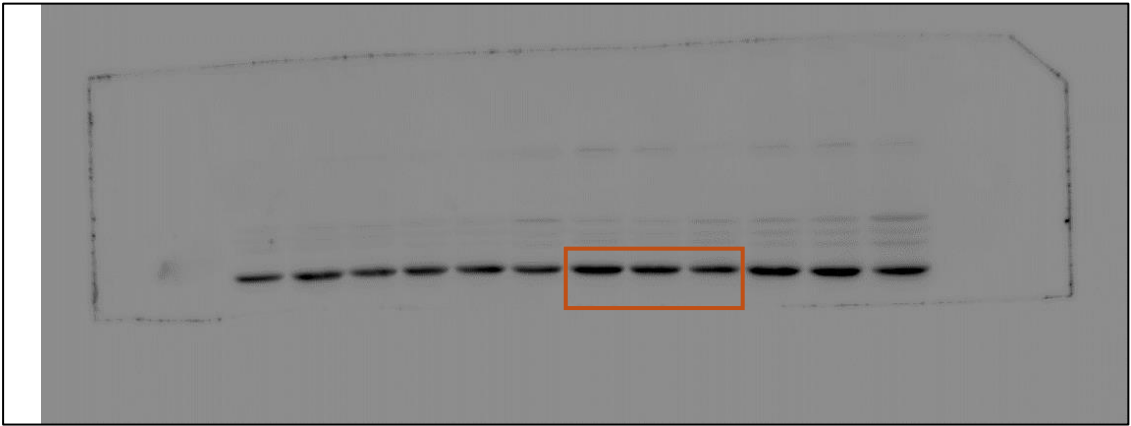

Figure 3G

Rps3

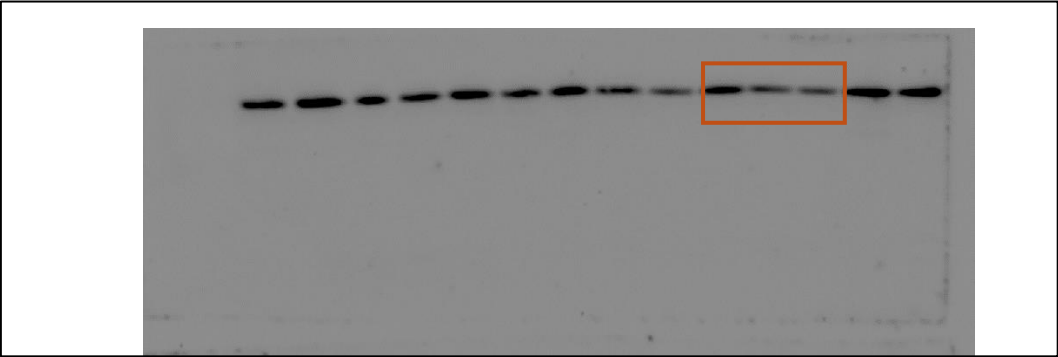

Act

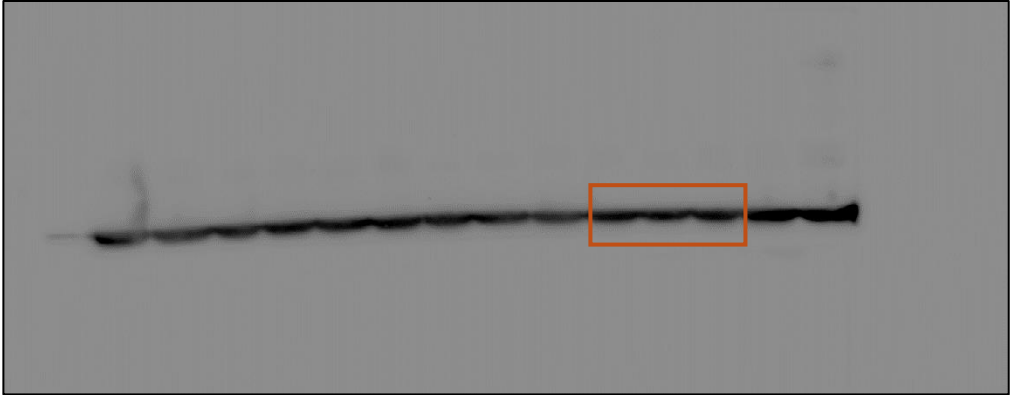

Eif6

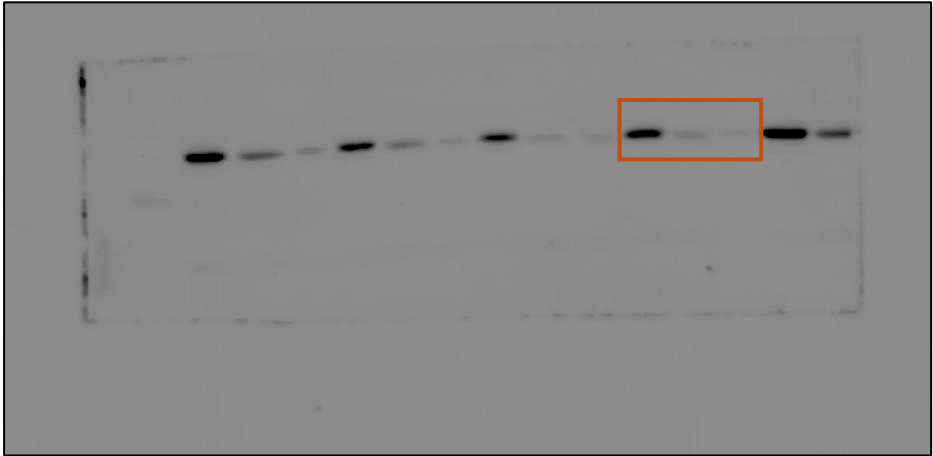

Figure 3G

Rpl23

Act

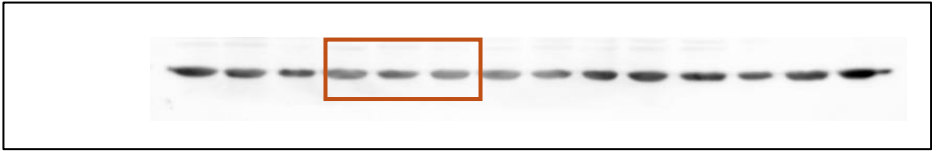

Rpl26

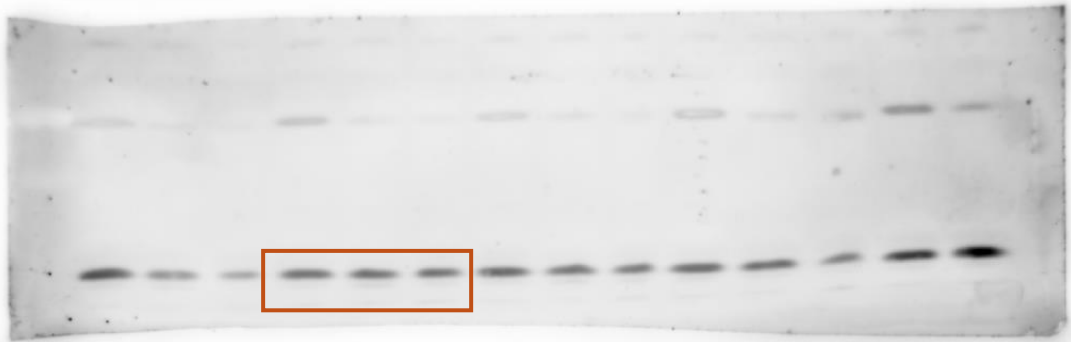

Eif6

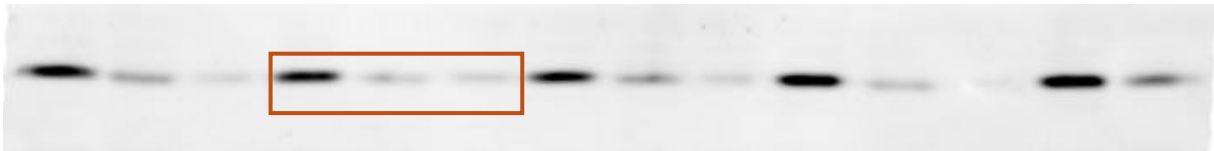

Figure 5C

Eif6

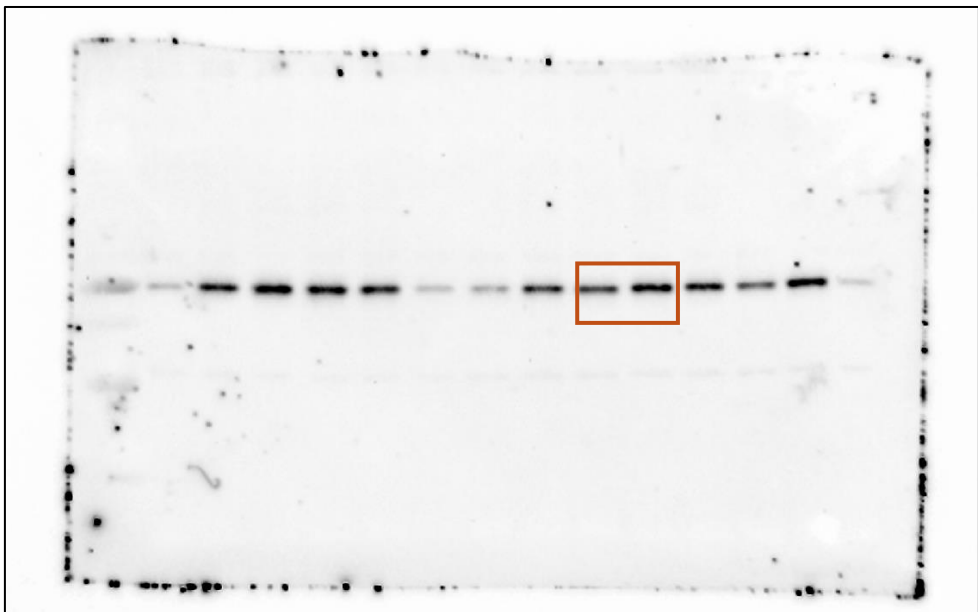

Sbds

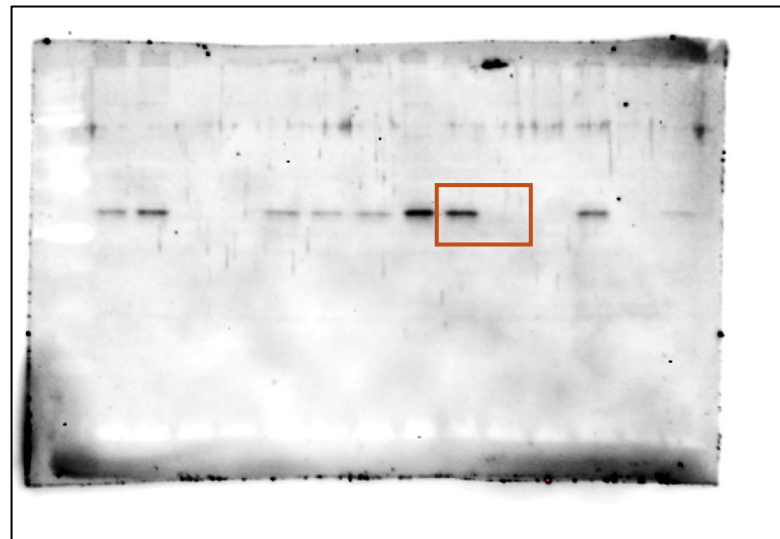

Actin

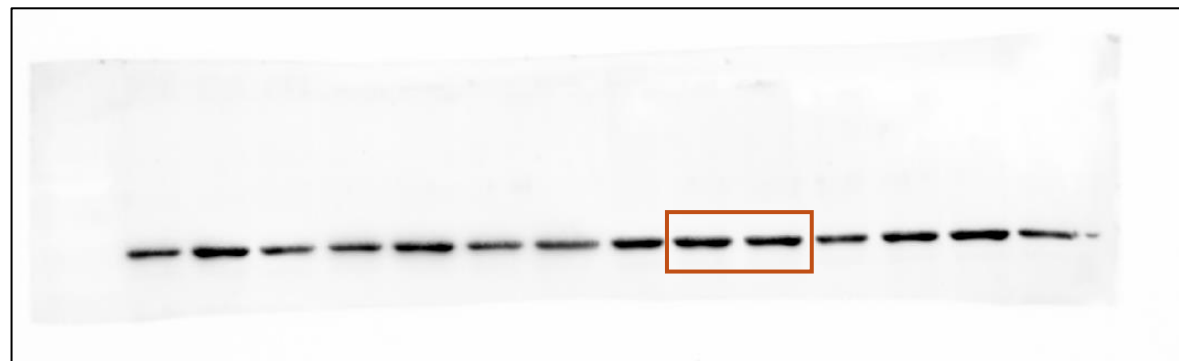

Figure 6C

Eif6

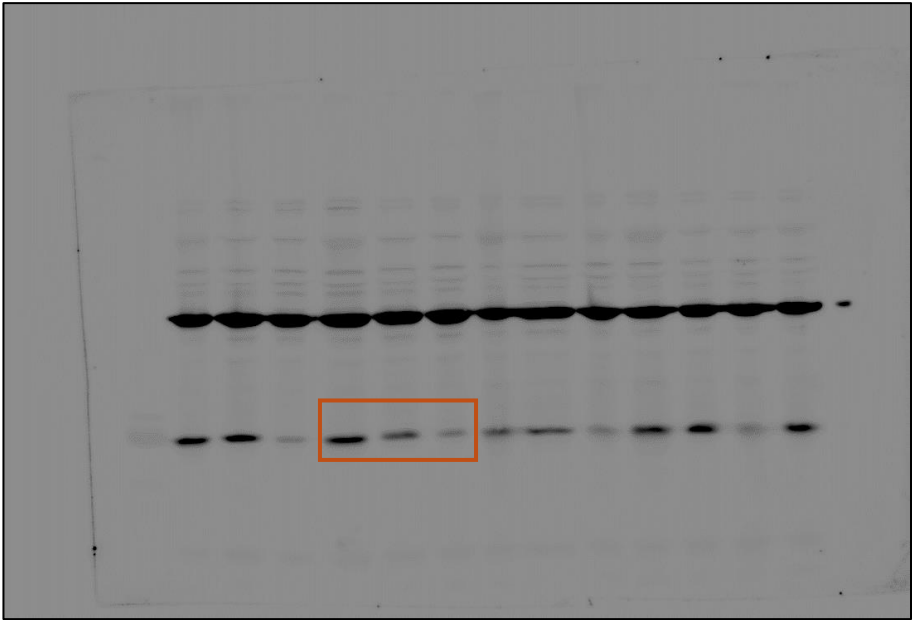

Act

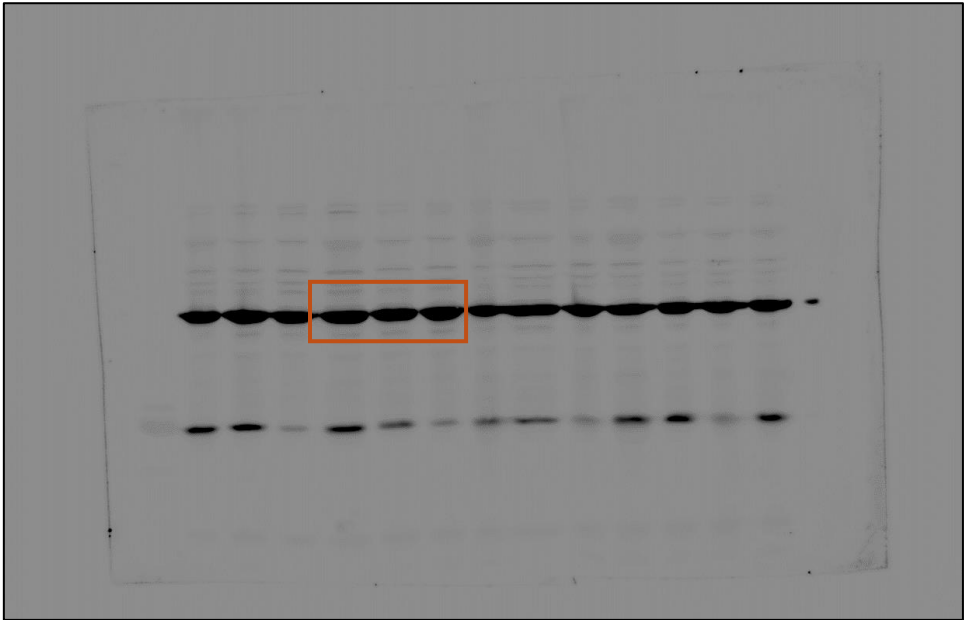

Figure 6E

Eif6

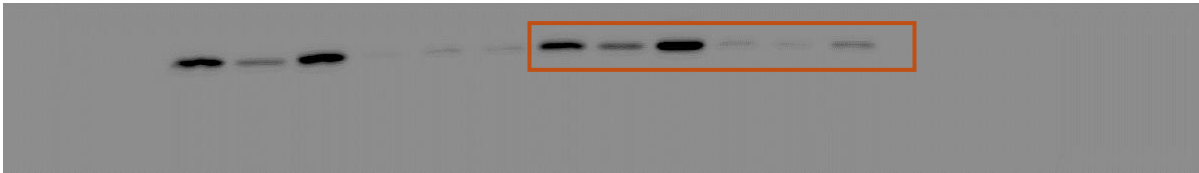

Act

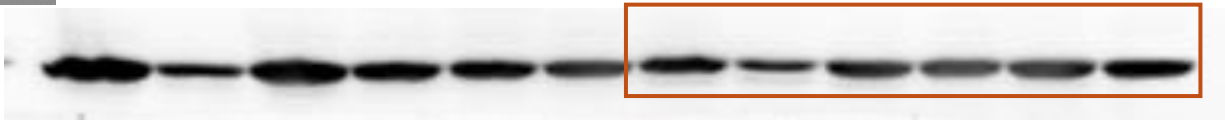

Sbds

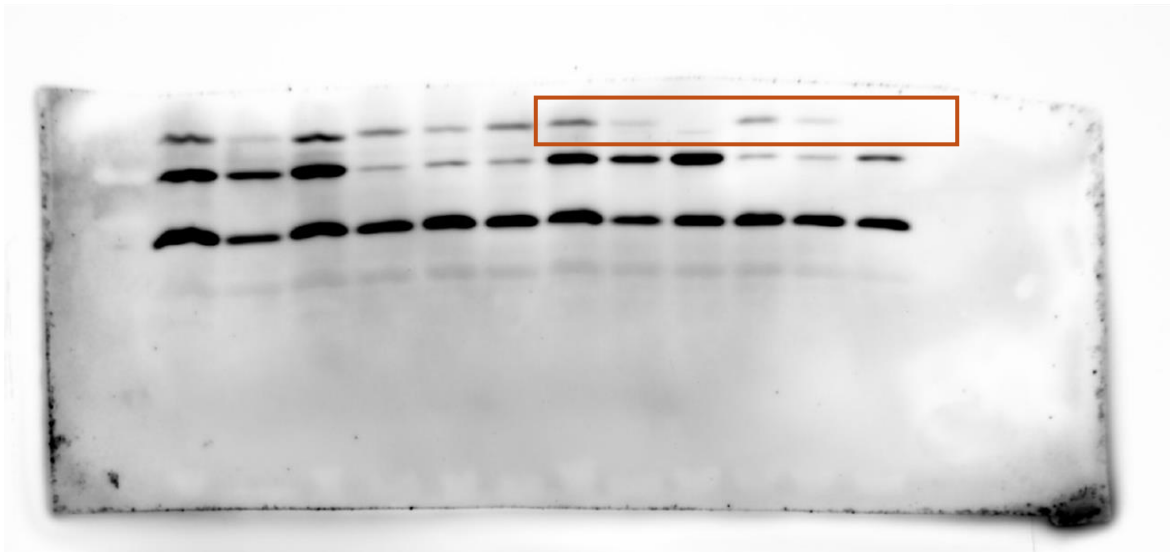

Figure 7A

p53

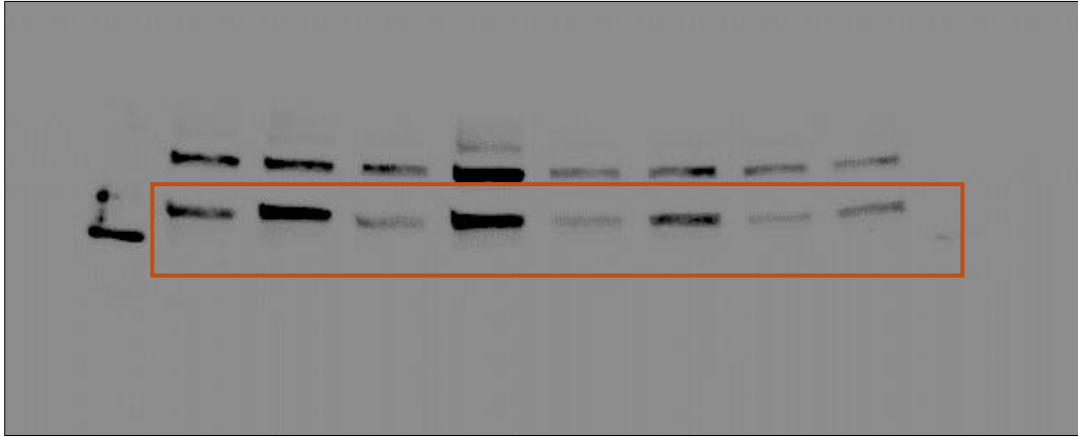

p21

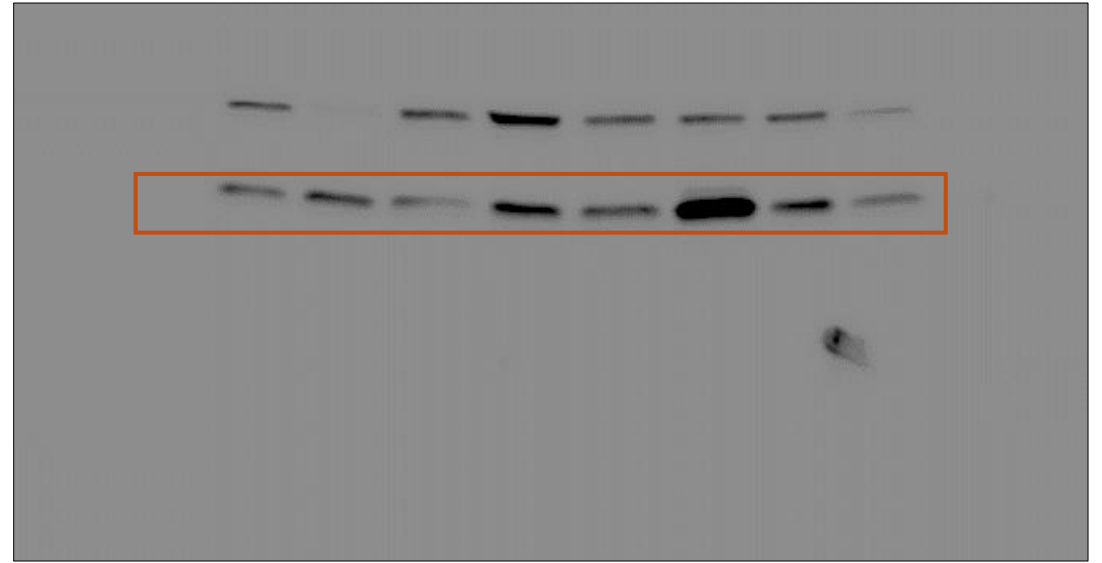

β -ACTIN

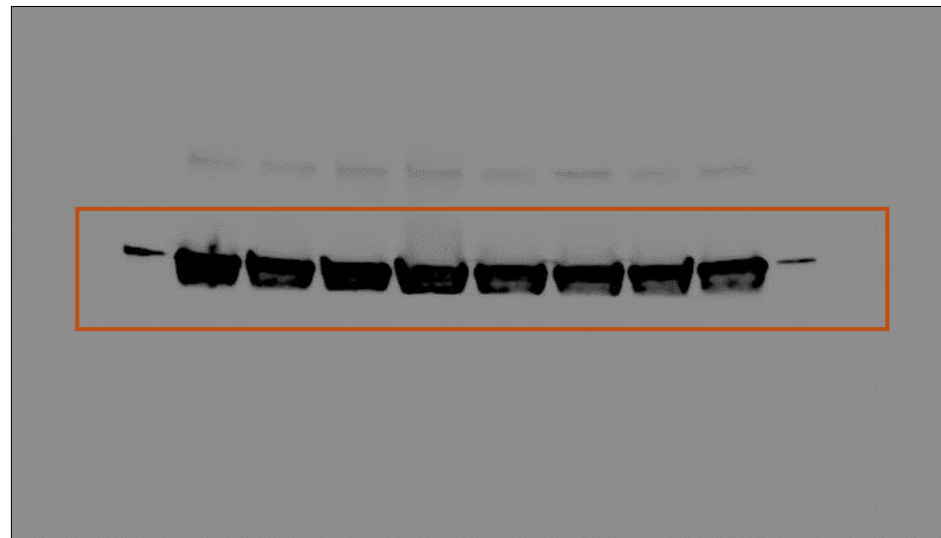

Figure 7D

eIF6

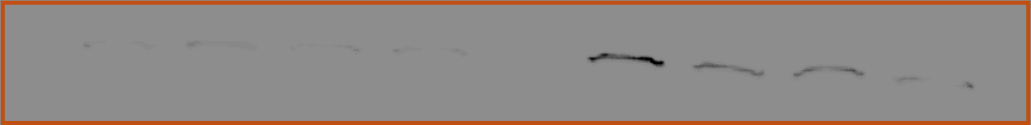

β -Actin

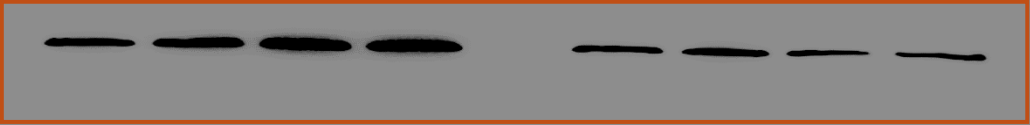

Figure 7G

p53

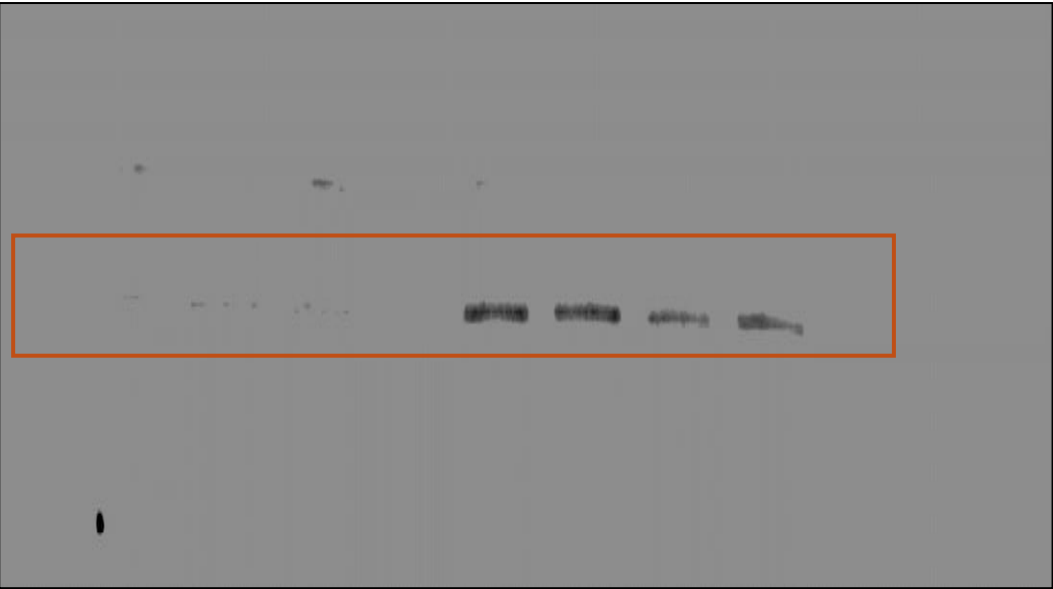

β -Actin

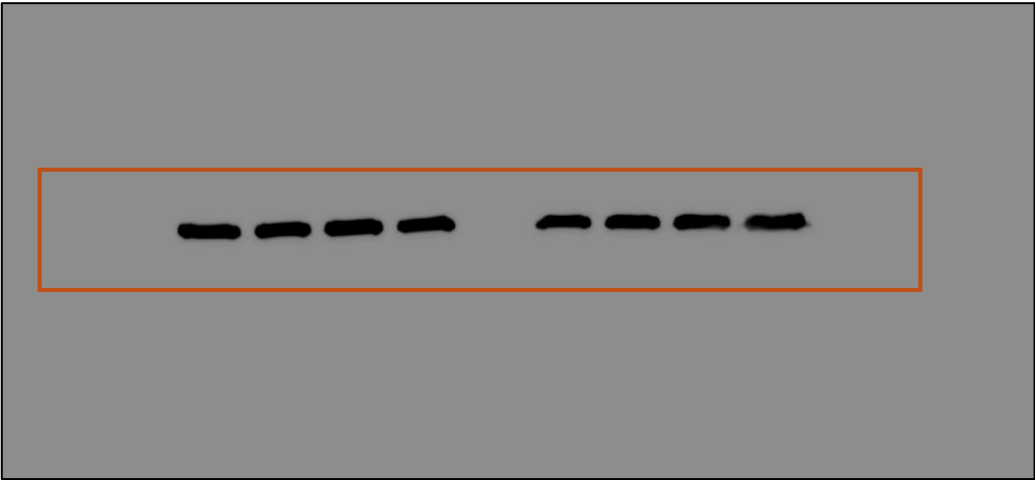

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

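The series holds RNA-Seq of whole zebrafish larvae, in which *eif6+/+* and *eif6-/-* larvae of a single clutch were compared, with 3 libraries per genotype. A library came from a pool of 8 to 9 individually genotyped larvae. Groups and replicate numbers were taken from the sample labels and the column names of the table, and no per-sample column was left over.

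The authors deposited 1 table for all libraries. The estimated counts per gene in it were made by the authors from the mapped reads and deposited without normalization, and 87.0% of them are whole numbers. The FPKM and TPM values are the authors', rounded to 2 decimals, with the mean of each genotype beside them. The table also holds the authors' log2 fold change, p-value and q-value per gene, named for DESeq2, whereas the paper's methods name EBSeq. The FPKM values entered alternative tests and the implied transcript lengths, the authors' log2 fold changes and q-values were used only where they are named as such, and the TPM values were not used. Mapping was done by the Beijing Genome Institute. The submitters' processing notes name Bowtie2 and GRCz11, and the counting tool, its settings and the strand are not given in the sources used here. How reads shared by near-identical genes were divided is therefore unknown, and globin, crystallin, class I antigen-presenting and duplicated ribosomal protein genes are uncertain in that way. EBSeq was not used here.

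Counts were rounded and tested in edgeR 4.0.16 under R 4.3.3 with TMM scaling, the expression filter of edgeR (22277 of 25741 genes), quasi-likelihood fits with genotype as the only term, and Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.124. A gene counts as changed at an adjusted p under 0.05, with or without a fold change over 2. Totals were 24716235 to 25662684 estimated counts per library. On simulated counts for 22113 genes with 3 libraries against 3, of 50 changed genes per size, edgeR recovered 22% at a log2 change of 0.5, 72% at 0.7, 94% at 1 and 100% at 2. In that simulation 13 of the calls were false, 8.28% of them. In such a simulation a change under 0.5 on the log2 scale would often be missed. It changed 200 genes and held no length trend, so its shares need not carry over to the larvae. There more genes passed, and some changes under 0.5 were among them, such as *rpl23* (-0.38). Exact permutation tests of gene levels were run on log2 CPM, and with 3 against 3 they cannot give a p under 0.1.

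In all, 40 gene lists with 1701 symbols were fixed at the start. Of the symbols, 1632 matched a gene of the table, 55 did not and 14 were repeats. The 39 lists with at least 5 tested genes, and 2 combined lists (cytosolic ribosomal proteins and oxidative phosphorylation), were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The p-values of the 39 lists were adjusted over these, and that of a combined list together with the 39. The genes of the mitochondrial genome, also listed, were not analysed here. KEGG pathways of 10 to 500 tested genes came from the table's own annotation, which gives a pathway for 7262 genes, and were tested per direction with a one-sided Fisher's exact test. Libraries were clustered by average linkage on 1 minus Pearson's r of log2 CPM.

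The genes named in the text follow a rule set at the same time. It takes every gene that the paper names and up to 10 genes per direction with the largest change, past a fold change of 2 and the adjusted p, at a mean of at least 5 CPM, with no overlap between the genotypes and no placeholder symbol. From each list it takes up to 2 members per direction with the smallest p among those that passed, or the 2 with the smallest p where none did. For KEGG it takes the 3 pathways with the smallest adjusted p per direction, ribosome and oxidative phosphorylation. Other genes are marked as chosen after their values were seen.

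The alternatives set at the start were DESeq2's size factors in edgeR (RLE), upper-quartile scaling, no scaling beyond library size, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a filter at FPKM 1, the replicate number as a block, unadjusted p-values, and leaving out each library in turn. Removal of the length trend was set at the start for the ribosomal protein and oxidative phosphorylation lists and added for all other results after seeing the data, as were the same trend fitted on genes outside the lists, the KEGG tests and the DESeq2 and limma-voom fits with a library left out, and the comparison of lists other than the ribosomal, oxidative phosphorylation and neuron lists with length-matched genes. The transcript length of a gene is the effective length implied by its counts and FPKM, where a library had at least 20 counts and an FPKM of at least 0.5. The trend was a lowess curve (span 0.3) of each library's log2 level, relative to the mean of the libraries, on log2 length, entered as an offset. It was fitted on all genes with a length, list members included, except where the trend of other genes is named. Random lists for comparison were drawn 10000 times from the 50 genes nearest to each member in length and level, outside the list. No paired comparison was planned as the main test, since the methods name no pairing.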

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

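The fits with a length trend removed, the DESeq2 and limma-voom fits without a library and, for lists other than neuron, the comparisons with length-matched genes were chosen after the results were seen. The paper does not report the groups of genes below from the RNA-Seq, though it stained red blood cells and states that developmental defects hindered the comparison of *eif6-/-* zebrafish with their siblings (Supplemental Figure 1B). Each group had at least 5 changed genes, making up at least 10% of its members.

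Of 62 neuron genes, 14 were higher in *eif6-/-* larvae, led by *syn2b* and *rbfox3a*, and camera placed the list above other genes (adjusted p = 0.0011, and adjusted p = 0.387 with an estimated correlation). Neuron genes are long, and of random lists of other genes matched on length and level, a share of 0.0607 had a median log2 fold change as high as that of the list (0.07 against 0.02), a comparison that does not exclude gene length as the source of the rise. With the length trend of other genes removed the median did not shrink (0.08) and camera's adjusted p was 0.0030, which argues against that trend as the whole source at the preset correlation, but the call was lost with an estimated correlation (adjusted p = 0.609) and 3 genes were higher, so length stays open in part. A larger share of neural tissue in the larvae would raise short and long neuron genes alike. The median was 0.024 among the 31 shorter genes of the list (18 genes above 0 and 13 below, 3 of them higher by the test) and 0.17 among the 31 longer ones (22 above and 9 below, 11 higher), so this explanation is not excluded either and may act beside the first.

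Of 29 erythrocyte genes, 11 were lower, with a median log2 fold change of -0.36 against -0.12 in length-matched genes. Of 58 lens genes, 11 were lower, such as the crystallins *crygm2d21* and *crygm2d9* (both -0.48), and 1 was higher (*mipb*, 0.37), with 21 and 1 when adjusted over the list alone and a median of -0.24 against -0.22 in matched genes. Of 41 cartilage and bone genes, 7 were higher, with a median of 0.15 against 0.03. Of 49 epidermis genes, 6 were lower (8 when adjusted over the list alone), such as *icn2* (-0.69) and *icn* (-0.53), with a median of -0.08 against -0.04. Of 43 proteasome genes, 5 were lower (12 lower and 1 higher when adjusted over the list alone), such as *psmb2* and *psma5* (both -0.47), with a median of -0.26 against -0.18. With each library's length trend removed, edgeR called 7 neuron, 1 erythrocyte, 0 lens, 1 cartilage and bone, 1 epidermis and 0 proteasome genes in the direction given (20, 15, 2, 10, 13 and 7 at an unadjusted p under 0.05). With that of other genes removed it called 3, 0, 0, 1, 0 and 0 (20, 16, 2, 9, 16 and 8), and the list medians were 0.08, -0.30, -0.01, 0.08, -0.13 and -0.12. DESeq2 and limma-voom were not run in these settings. In camera the adjusted p was 5.1e-06 for lens, 0.0011 for epidermis and 1.3e-08 for proteasome genes, and with an estimated correlation the adjusted p = 0.443, 0.439 and 0.439. After removal of the length trend of other genes, camera's adjusted p was 9.3e-07 for erythrocyte, 0.0051 for epidermis and 0.012 for proteasome genes (adjusted p = 0.571, 0.609 and 0.609 with an estimated correlation). The calls for lens (0.349, placed higher) and for cartilage and bone (0.067) ended there.

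Without *eif6+/+* replicate 1 edgeR called 0 genes in these 6 lists. In the order neuron, erythrocyte, lens, cartilage and bone, epidermis and proteasome, 16, 12, 16, 11, 10 and 17 had an unadjusted p under 0.05 in the direction given, and DESeq2 called 12, 8, 6, 7, 6 and 3. Without *eif6+/+* replicate 2 edgeR also called 0, against 16, 17, 18, 9, 9 and 13 at the unadjusted p and 11, 12, 7, 6, 5 and 3 by DESeq2. limma-voom called 0 in both cases. In the same order, the counts were 10, 6, 16, 7, 5 and 0 without *eif6+/+* replicate 3, 15, 7, 4, 8, 5 and 2 without *eif6-/-* replicate 1, 9, 9, 5, 4, 7 and 10 without *eif6-/-* replicate 2, and 8, 6, 10, 3, 7 and 1 without *eif6-/-* replicate 3. The 0 for proteasome genes without *eif6+/+* replicate 3 stood beside 18 at the unadjusted p.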

How the results depend on the processing

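The fits with the length trend of other genes removed were chosen after the result was seen, as were those with each library's length trend removed (except for the ribosomal protein and oxidative phosphorylation lists) and the KEGG tests that leave out a library. The median log2 fold changes and camera calls (at the preset correlation) of those 3 lists kept their direction and side of the threshold in every planned scaling, filter, FPKM, limma-voom and leave-one-out fit. Higher and lower counts at a fold change over 2 (23 and 11) were 1 and 1 with limma on log2(FPKM + 1), 1 and 2 with its FPKM filter and 51 and 58 at unadjusted p; the lower count was 5 with DESeq2, 6 on log2(FPKM + 0.1) and 1 with either length trend removed. Without the fold threshold (1281 and 495) they were 680 and 217 on log2(FPKM + 1), 669 and 210 on log2(FPKM + 0.1), 292 and 23 with the length trend removed and 201 and 17 with that of other genes removed, and DESeq2 had 830 lower. Leave-one-out fits gave 0 to 40 and 0 to 38 with the fold threshold and 0 to 1364 and 0 to 552 without it. The lower counts of cytosolic ribosomal, mitochondrial ribosomal and oxidative phosphorylation genes (48, 18 and 41) were 17, 9 and 15 on log2(FPKM + 1), 15, 9 and 14 on log2(FPKM + 0.1), 0 in each with either length trend removed (8, 17 and 26, and 18, 21 and 35, at unadjusted p), and 0 to 42, 0 to 26 and 0 to 45 in leave-one-out fits; mitochondrial ones were 31 with upper-quartile scaling, 10 with library size only and 31 with DESeq2, and oxidative phosphorylation ones 63 with DESeq2 and 25 with the FPKM filter. Their medians were 0.0028, -0.14 and -0.10 with the length trend removed, -0.045, -0.15 and -0.14 with that of other genes removed, and the cytosolic median was -0.38 with upper-quartile scaling. Camera's adjusted p for the cytosolic list was 0.789 and 0.135 in the length settings, and the estimated correlation gave 0.135, 0.380 and 0.346 and fry 0.052 for the mitochondrial list. Of the Tp53 targets (1 higher, 1 lower, median -0.10), 0 were higher on log2(FPKM + 1) and on log2(FPKM + 0.1), and 0 and 0 passed with either length trend removed (1 and 4 at unadjusted p), with medians of -0.060 and -0.065, and of -0.14 with upper-quartile scaling; leave-one-out fits gave 0 to 1 either way, medians of -0.13 to -0.060 and camera's adjusted p of 0.0182 (without *eif6+/+* replicate 1; 0.0456 without *eif6-/-* replicate 3) to 0.304. Of 39 lists, 24 passed camera, 14 and 15 in the length settings, 0 with an estimated correlation and 3 by fry. KEGG pathways (0 and 1) were 18 and 7 without the fold threshold, then 2 and 0 with the length trend removed and 0 to 14 and 0 to 11 in leave-one-out fits. The log2 fold change of *eif6* (-0.65) no longer passed on log2(FPKM + 1) (-0.66, also with the filter), log2(FPKM + 0.1) (-0.69) or with the length trends removed (-0.45 and -0.47), and was -0.90 to -0.52 in leave-one-out fits. The sources name no link between replicates of the same number. Their deviations from the genotype means correlated at 0.064, -0.007 and 0.110, and those of other pairs of pools at -0.138 to 0.078. A link between same-numbered pools is not excluded by these values. With the replicate block, 30 genes were higher and 18 lower at a fold change over 2, 1763 and 735 without it, and 29 mitochondrial ribosomal genes fell. With the block and the length trend removed, 742 and 108 genes changed, 0 cytosolic (median -0.0020, camera's adjusted p = 0.749) and 0 mitochondrial ribosomal genes (-0.15) fell, 1 oxidative phosphorylation gene fell and 1 rose (-0.11), 0 and 0 Tp53 targets passed (-0.062), 15 lists passed and *eif6* stood at -0.48. Of 106 other single genes, *rpl26* alone passed in the main or the other fit and changed sign. It stood at 0.0055 with the length trend removed and 0.0041 with the block as well. Sign changes of genes that passed in neither fit were not counted. Without *eif6+/+* replicate 1, 78 genes lost their call, and 78 without *eif6+/+* replicate 2 and 33 without *eif6+/+* replicate 3. Without *eif6-/-* replicates 1, 2 and 3 it was 16, 16 and 25, and with the length trend removed 63. The causes were not tested, except that leaving out a library leaves fewer samples. Depth was even across libraries, so it limits mainly genes near the expression filter.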

Differences from the paper's values

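The paper states 1557 upregulated and 668 downregulated genes, and its methods give a fold change over 2 and P under 0.05. At a fold change over 2 and an adjusted p under 0.05, edgeR gave 23 and 11. Of the settings fixed before the data were examined, those within 1.5 times of both of the paper's counts were fits without the fold threshold, namely edgeR with TMM (1281 and 495), RLE (1267 and 539) or upper-quartile scaling (1114 and 710), with no filter (1237 and 586), with at least 10 counts in every library (1271 and 652) or with the replicate block (1763 and 735), DESeq2 (1734 and 830) and limma-voom (1262 and 524). Without the fold threshold, library size only (1361 and 384) and the fit without *eif6-/-* replicate 1 (1364 and 409) came within it for upregulated genes only, and the fit without *eif6-/-* replicate 2 (791 and 552) for downregulated genes only. Limma on FPKM without the fold threshold (680 and 217, 669 and 210, or 956 and 371 with the FPKM filter), the fits without *eif6+/+* replicate 1 (0 and 0), *eif6+/+* replicate 2 (0 and 0), *eif6+/+* replicate 3 (952 and 162) or *eif6-/-* replicate 3 (672 and 309), and every setting with the fold threshold did not. The 0 counts are edgeR's, beside 4243 and 3973 genes at an unadjusted p under 0.05. The authors' deposited table holds 1557 higher and 668 lower genes at a q value under 0.05 with no fold threshold, 27 and 16 with a fold change over 2 added, and 61 and 92 at a p value under 0.05 and a fold change over 2.

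For *eif6* transcripts in *eif6-/-* larvae, the paper's RT-qPCR values (Fig. 2B) average 0.0762 of the *eif6+/+* mean (the paper's values, SD 0.106). By RNA-Seq the level was 0.636 of the *eif6+/+* mean. None of the 17 settings fixed before the data were examined came within the paper's value, with a range of 0.535 to 0.698. Both measures are lower in *eif6-/-*. The paper's RNA-Seq methods mention an RT-qPCR measurement of *eif6* mRNA, without saying whether Fig. 2B shows the sequenced pools.

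The paper states that clustering parted the libraries into 2 groups by genotype. Its text names no distance, linkage or gene set for that clustering, so the paper's own settings were not tested. Here the first division set *eif6-/-* replicate 3 apart in all 5 settings, and the *eif6+/+* pools formed a cluster of their own at 3 clusters in 4 of the 5. On the first principal component all *eif6+/+* pools lay below 0 and all *eif6-/-* pools above it.

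The paper states that ribosome and oxidative phosphorylation pathways were enriched among the changed genes. With the fold threshold of its methods, neither was among the KEGG pathways that passed here (0 for higher genes, with 0 at an unadjusted p under 0.05, and 1 for lower genes, antigen processing and presentation). That test cannot decide about either pathway, because only 5 higher and 2 lower genes had a pathway. Among the lower ones, 0.039 ribosome and 0.037 oxidative phosphorylation genes were expected. Without the fold threshold both passed, with adjusted p = 1.7e-56 and 1.3e-31 from Fisher's exact test.

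The paper states that the Tp53 targets *cdkn1a*, *mdm2*, *bax*, *ccng1* and *casp9* were upregulated in *eif6*-null fish by RT-qPCR, with *cdkn1a* at about 18 times the wild-type level in Fig. 4A, read by eye. By RNA-Seq the log2 fold change was 0.15 for *cdkn1a* (standard error 0.25, adjusted p = 0.757 from edgeR), -0.17 for *mdm2* (adjusted p = 0.346), -0.11 for *baxa* (adjusted p = 0.584), -0.11 for *ccng1* (adjusted p = 0.567) and -0.27 for *casp9* (adjusted p = 0.238). None of the 5 passed in any setting that was run, and *cdkn1a* alone was above 0. The RT-qPCR samples of Fig. 4A and the RNA-Seq samples are not stated to be the same.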

Other observations

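The tests with the length trend of other genes removed, the DESeq2 fits without a library and, for ribosome biogenesis and cell cycle genes, the comparison with length-matched genes were chosen after the result was seen. Beside the ribosomal proteins, a few other genes of ribosome production and of dividing cells were lower in *eif6-/-* larvae. Of 104 ribosome biogenesis genes, 8 fell and 0 rose (10 and 0 when adjusted over the list alone; 3 higher at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom), and 88 of the 104 had a negative log2 fold change. *ebna1bp2*, a nucleolar factor of the large subunit, fell by 0.64 and *rsl24d1*, a large-subunit assembly factor, by 0.36. Of 62 cell cycle genes, 3 fell and 0 rose (3 and 0 when adjusted over the list alone; 2 higher at an unadjusted p under 0.05, 1 by DESeq2), among them the mitosis gene *birc5a* (-0.76) and the chromatin genes *hmgb2a* (-0.43) and *hmgn2* (-0.46, named after its value was seen), and 51 of 62 were negative. Camera placed the lists lower with adjusted p-values of 2.5e-07 and 8.7e-06, lost with an estimated correlation (adjusted p = 0.461 and 0.483). Their medians of -0.17 and -0.21 lay below those of length-matched genes (-0.05 and -0.03) in all but a share of 1e-04 of 10000 random lists, the smallest share they can give, which treats the genes of a list as independent. With the length trend of other genes removed the medians were -0.17 and -0.19 and camera's adjusted p 9.3e-07 and 5.6e-06 (0.609 for both with an estimated correlation), while no single gene passed in edgeR (24 and 15 lower at an unadjusted p under 0.05). Without *eif6+/+* replicate 1 or 2 edgeR called 0 genes in either list (23 and 13, and 22 and 15, at an unadjusted p under 0.05; 7 and 2, and 5 and 3, by DESeq2, and 0 by limma-voom). Without *eif6+/+* replicate 3, *eif6-/-* replicate 1, 2 and 3 it called 2, 4, 15 and 1 ribosome biogenesis genes and 0, 0, 9 and 1 lower cell cycle genes (8 and 14 at an unadjusted p under 0.05 where it called 0).

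Few genes of the stress pathways passed the test. Of 8 Tp53 pathway genes that the paper names, 0 passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom), with *tp53* at -0.22 (adjusted p = 0.232 from edgeR), *cdkn2a/b* at 0.40 (adjusted p = 0.348) and *bbc3* at 0.01 (adjusted p = 0.978). Camera's adjusted p was 0.390. Of 45 Tp53 targets, *trim8b* rose by 0.36 and *rps27l* fell by 0.52 on the log2 scale (1 and 1 when adjusted over the list alone), and camera's adjusted p was 0.0926. It passed, with the list lower, without *eif6+/+* replicate 1 (0.0182) and without *eif6-/-* replicate 3 (0.0456). With all libraries the adjusted p = 0.387 with an estimated correlation, which was not run without a library. The paper measured unfolded protein response genes in *eif6 ms/ms* fish (Fig. 4F), a genotype not analysed here. Of 5 such genes, 0 passed in the *eif6-/-* larvae (1 higher at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom), with *atf6* at 0.29 (adjusted p = 0.163), *hspa5* at 0.17 (adjusted p = 0.535), *atf4b* at 0.01, *xbp1* at -0.04 and *ddit3* at -0.09, and camera's adjusted p was 0.707. Of 39 genes on the wider list of that response 1 fell, *ssr2* (-0.33, 0 when adjusted over the list alone), with camera's adjusted p = 0.042 (0.533 with an estimated correlation). Of 43 genes of the integrated stress response 0 passed (3 higher and 3 lower at an unadjusted p under 0.05, 1 lower by DESeq2 and 0 by limma-voom; camera's adjusted p = 0.272). Of 25 heat shock genes 1 fell, *hspe1* (-0.57, also 1 when adjusted over the list alone; camera's adjusted p = 0.159). Of 8 genes linked to the syndrome or to large-subunit maturation, called maturation factors below, *eif6* alone passed (3 lower when adjusted over the list alone). Camera's adjusted p for this list was 0.042 (0.387 with an estimated correlation), and *efl1* stood at 0.22, *dnajc21* at -0.30 and *srp54* at -0.18. That list holds the mutated gene itself, and camera was not run on it without *eif6*. Without *eif6-/-* replicate 2 edgeR called 6 lower genes of the wider unfolded protein response, and 0 without any other library (3 to 4 at an unadjusted p under 0.05). With the length trend of other genes removed, camera's adjusted p was 0.067 for the wider unfolded protein response and 0.070 for the maturation factors, so both calls ended, while the medians went from -0.09 to -0.11 and from -0.22 to -0.19, and edgeR called 0 genes in either list (2 lower in each at an unadjusted p under 0.05; DESeq2 and limma-voom were not run there). In fits without a library edgeR called 0 Tp53 targets in all but that without *eif6-/-* replicate 1 (3 to 6 lower at the unadjusted p), 0 maturation factors without *eif6+/+* replicate 1, 2 or 3 or *eif6-/-* replicate 3 (2 to 3), and 0 heat shock genes lower without *eif6+/+* replicate 1, 2 or 3 (2 each). Without *eif6-/-* replicate 1, 1 gene of the integrated stress response and 1 heat shock gene rose.

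In edgeR 4 of 23 vacuolar ATPase genes fell (9 when adjusted over the list alone), such as *atp6v1f* (-0.42), with camera's adjusted p = 0.0011 (0.387 with an estimated correlation). Of 58 translation factor genes 3 fell, such as *eif1axb* (-0.41; 0 when adjusted over the list alone), with camera's adjusted p = 0.0050 (0.248 with an estimated correlation). Of 76 liver genes 4 fell, such as *rbp2b* (-0.54; 3 when adjusted over the list alone), with 2.6e-05 (0.380). Of 34 fatty acid oxidation genes 2 fell, *echs1* (-0.33) and *decr1* (-0.36), and *ppargc1a* rose by 0.54 (8 and 1 when adjusted over the list alone), with 0.0082 (0.387). In the fit without the length trend of other genes, camera's adjusted p was 0.0070 for vacuolar ATPase, 6.3e-04 for liver and 0.021 for fatty acid oxidation genes (adjusted p = 0.571 for each with an estimated correlation), and its call ended for translation factors (0.159). The medians went from -0.13 to -0.15 for vacuolar ATPase, from -0.15 to -0.12 for liver, from -0.14 to -0.13 for fatty acid oxidation and from -0.13 to -0.06 for translation factor genes. In edgeR 0 genes of the 4 lists passed in that setting (10 vacuolar, 17 liver, 10 fatty acid oxidation and 2 translation factor genes lower at an unadjusted p under 0.05; DESeq2 and limma-voom were not run). Without *eif6+/+* replicate 3 and *eif6-/-* replicate 3 the vacuolar count was 2 and 2, the translation count 0 and 0 (8 and 14 at an unadjusted p under 0.05) and the liver count 2 and 5. The translation count was 1 without *eif6-/-* replicate 1 and 1 without *eif6-/-* replicate 2, and the count of lower fatty acid oxidation genes 0 without *eif6+/+* replicate 3 or *eif6-/-* replicate 1 (8 and 11 at the unadjusted p) and 1 without *eif6-/-* replicate 2. Camera did not call the remaining lists (adjusted p = 0.053 to 0.836), whose counts of higher and lower genes were 0 and 1 of 14 for endocrine pancreas (*sst2*, -0.81), 0 and 2 of 45 for intestine (*rbp2a*, -0.67), 1 and 1 of 73 for photoreceptors (*crx*, 0.40, and *gngt1*, -0.49) and 1 and 0 of 23 for heart (*ryr2a*, 0.58). They were 2 and 0 of 27 for cholesterol synthesis (*fdft1*, 0.68, and *srebf2*, 0.58), 0 and 1 of 37 for glycolysis (*tpi1b*, -0.37) and 1 and 2 of 45 for autophagy and lysosome (*mcoln1b*, 0.72, and *becn1*, -0.48). They were 0 and 0 of 29 for endothelium (6 higher and 1 lower at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom) and 0 and 0 of 43 for inflammation (5 lower at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom). When adjusted over the list alone, the counts in that order were 2 and 3, 0 and 2, 0 and 0, 1 and 0, 2 and 0, 0 and 0, 2 and 4, 0 and 0, and 0 and 0. In fits without 1 library each of these counts over all genes lay between 0 and 3.

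Many ribosomal protein and oxidative phosphorylation transcripts were lower beside a fall of short transcripts in general. The library of *eif6-/-* replicate 3 alone is not the source, as the median of the 3 lists together was -0.31 without it and -0.35 with it. A share of 4e-04 of random lists matched on length and level had a median as low as that of the mitochondrial ribosomal genes, and 0.001 for the oxidative phosphorylation genes, which argues against a length effect shared with other genes as the whole source, although these shares treat the genes of a list as independent and the genes matched to the latter list were longer (704 against 602 bases). Relative to their matched genes the mitochondrial list stood at 0.07, 0.06 and 0.09 in *eif6+/+* replicates 1, 2 and 3 and at -0.09, 0.0044 and -0.17 in *eif6-/-*, and the oxidative phosphorylation list at 0.09, 0.10 and 0.13 and at -0.06, -0.04 and -0.26 (no overlap, which chance gives in 10% of lists). With the length trend of other genes removed camera's adjusted p was 1.7e-05 and 4.3e-06 for these 2 lists, but the calls were lost with an estimated correlation (adjusted p = 0.571 and 0.521) and no single gene passed in edgeR (21 and 35 lower at an unadjusted p under 0.05), so that a biological loss of these transcripts in *eif6-/-* larvae is only a candidate explanation of the part beyond length. For cytosolic ribosomal genes the share of 0.0041 met the bound set in advance against length, but length stays open, because the matched genes were longer (771 against 482 bases) and with the length trend of other genes removed camera's adjusted p was 0.135.

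*eif6* kept 0.636 of its *eif6+/+* level in the *eif6-/-* pools. Reads of an overlapping gene are argued against, since 0 genes of the table with a mean FPKM of at least 1 overlap it. RNA of larvae with a wild-type allele in the pool of *eif6-/-* replicate 1, where *eif6* was highest, would shrink all changes alike. That pool showed a median of 0.627 (quartiles 0.466 and 0.787) of the log2 change of 1771 genes. These were called from the other *eif6-/-* pools and tested with all libraries, and *eif6* itself was left out. The median found in the same way for *eif6-/-* replicate 2 was 0.733. Of the change of *eif6*, replicate 1 showed 0.276. This gap met the bound set in advance against such RNA, but it rests on 1 gene. Without *eif6-/-* replicate 1, *eif6* was still at 0.535 of its *eif6+/+* level, which argues against such RNA in that pool as the whole source. A transcript that the early stop codon leaves partly stable could not be tested, because the table gives no reads along the gene.

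Splits of the 6 libraries into 3 and 3 are 10 in number, too few for a share under 0.05. The real split came first in each comparison (1 of 10 splits with a result as large). It gave 34 genes at a fold change over 2 (highest other split 2) and 1776 without the fold threshold (2). It gave 48 lower cytosolic ribosomal genes (0), 18 mitochondrial ones (0), 41 oxidative phosphorylation genes (0), 25 KEGG pathways without the fold threshold (0) and 24 lists past camera (21).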
